# GSK-3β in Dendritic Cells Exerts Opposite Functions in Regulating Cross-Priming and Memory CD8 T Cell Responses Independent of β-Catenin

**DOI:** 10.3390/vaccines12091037

**Published:** 2024-09-10

**Authors:** Chunmei Fu, Jie Wang, Tianle Ma, Congcong Yin, Li Zhou, Björn E. Clausen, Qing-Sheng Mi, Aimin Jiang

**Keywords:** dendritic cells, GSK-3β, β-catenin, CD8 T cell immunity, memory responses

## Abstract

GSK-3β plays a critical role in regulating the Wnt/β-catenin signaling pathway, and manipulating GSK-3β in dendritic cells (DCs) has been shown to improve the antitumor efficacy of DC vaccines. Since the inhibition of GSK-3β leads to the activation of β-catenin, we hypothesize that blocking GSK-3β in DCs negatively regulates DC-mediated CD8 T cell immunity and antitumor immunity. Using CD11c-GSK-3β^−/−^ conditional knockout mice in which GSK-3β is genetically deleted in CD11c-expressing DCs, we surprisingly found that the deletion of GSK-3β in DCs resulted in increased antitumor immunity, which contradicted our initial expectation of reduced antitumor immunity due to the presumed upregulation of β-catenin in DCs. Indeed, we found by both Western blot and flow cytometry that the deletion of GSK-3β in DCs did not lead to augmented expression of β-catenin protein, suggesting that GSK-3β exerts its function independent of β-catenin. Supporting this notion, our single-cell RNA sequencing (scRNA-seq) analysis revealed that GSK-3β-deficient DCs exhibited distinct gene expression patterns with minimally overlapping differentially expressed genes (DEGs) compared to DCs with activated β-catenin. This suggests that the deletion of GSK-3β in DCs is unlikely to lead to upregulation of β-catenin at the transcriptional level. Consistent with enhanced antitumor immunity, we also found that CD11c-GSK-3β^−/−^ mice exhibited significantly augmented cross-priming of antigen-specific CD8 T cells following DC-targeted vaccines. We further found that the deletion of GSK-3β in DCs completely abrogated memory CD8 T cell responses, suggesting that GSK-3β in DCs also plays a negative role in regulating the differentiation and/or maintenance of memory CD8 T cells. scRNA-seq analysis further revealed that although the deletion of GSK-3β in DCs positively regulated transcriptional programs for effector differentiation and function of primed antigen-specific CD8 T cells in CD11c-GSK-3β^−/−^ mice during the priming phase, it resulted in significantly reduced antigen-specific memory CD8 T cells, consistent with diminished memory responses. Taken together, our data demonstrate that GSK-3β in DCs has opposite functions in regulating cross-priming and memory CD8 T cell responses, and GSK-3β exerts its functions independent of its regulation of β-catenin. These novel insights suggest that targeting GSK-3β in cancer immunotherapies must consider its dual role in CD8 T cell responses.

## 1. Introduction

β-catenin, a central component of the canonical Wnt signaling pathway, has emerged as a key regulator of dendritic cell (DC) function [1,2]. Recent studies by our group and others have shown that tumors, including melanoma, induce the upregulation/activation of β-catenin in DCs, thereby suppressing the antitumor CD8 T cell response [3,4,5,6,7]. The serine/threonine kinase Glycogen synthase kinase-3 (GSK-3), a key upstream kinase for β-catenin, plays a critical role in various cellular functions including differentiation, apoptosis, tumor growth, immune responses, cell invasion, and metastasis [8]. Aberrant GSK-3 activity has been associated with many human diseases, including cancers [9]. Recent studies have also demonstrated the role of GSK-3 in antitumor immunity by regulating the functions of immune cells including DCs, especially in the tumor microenvironment [10], thus highlighting GSK-3 as a potential therapeutic target for cancer therapy. Indeed, many GSK-3 inhibitors have been developed, and some are currently being tested in clinical trials [8,10,11].

The most studied form of GSK-3 is GSK-3β, which is constitutively active in resting DCs, where it is thought to phosphorylate β-catenin, thereby marking it for proteasomal degradation [12]. However, the function of GSK-3β in DCs is still not fully understood. The activation of GSK-3β has been shown to promote apoptosis in DCs, thereby limiting DC-mediated immune responses [13], whereas the inhibition of GSK-3β enhances DC maturation and immune function [12]. Although the inhibition of GSK-3 is often associated with upregulated/activated β-catenin [12,14,15], the role of upregulated/activated β-catenin in mediating the effects of GSK-3 has not been thoroughly investigated.

The inhibition of GSK-3β has also been shown to improve the efficacy of DC vaccines, through the regulation of 2,3-dioxygenase (IDO), which is consistent with the negative role of GSK-3 in immune responses [15]. However, a recent study in human DCs showed that constitutively active GSK-3β resulted in improved DC development, maturation, and antitumor efficacy of DC vaccines [16], suggesting that GSK-3β may play a positive role in antitumor immunity. Since these studies mainly relied on pharmacological inhibition of GSK-3β, we aimed to determine the function of GSK-3β in the regulation of CD8 T cell responses by inhibiting GSK-3β genetically.

In this report, using mice with a CD11c-specific deletion of GSK-3β (CD11c-GSK-3β^−/−^ mice), we surprisingly found that the lack of GSK-3β did not upregulate β-catenin expression at the transcriptional or protein level in CD11c^+^ DCs. CD11c-GSK-3β^−/−^ mice exhibited significantly augmented cross-priming and antitumor immunity, opposite to the phenotypes observed with a CD11c-specific stabilization of β-catenin (CD11c- β-catenin^active^ mice [3]). Despite augmented cross-priming, CD11c-GSK-3β^−/−^ mice completely abrogated memory CD8 T cell responses upon DC-targeted vaccinations, suggesting that GSK-3β in DCs also plays a positive role in regulating the differentiation and/or maintenance of memory CD8 T cells. scRNA-seq analysis revealed that the deletion of GSK-3β in DCs positively regulated transcriptional programs for the effector differentiation and function of primed antigen-specific CD8 T cells in CD11c-GSK-3β^−/−^ mice, but negatively regulated transcriptional programs for memory cells, resulting in a significant loss of CD8 T cell populations with memory gene signatures. In conclusion, our data establish that GSK-3β plays opposite roles in DCs in regulating cross-priming and memory CD8 T cell responses, and that GSK-3β exerts its functions independently of β-catenin.

## 2. Results

### 2.1. CD11c-GSK-3β^−/−^ Mice Exhibit Augmented Antitumor Immunity Compared to GSK-3β^Flox/Flox^ Mice

Our previous work has demonstrated that β-catenin activation in CD11c^+^ DCs suppresses antitumor immunity, as CD11c-β-catenin^active^ mice in which the GSK-3β phosphorylation site (exon3) of β-catenin was deleted in CD11c^+^ DCs displayed significantly enhanced tumor growth [3]. Since GSK-3β-mediated phosphorylation of β-catenin marks β-catenin for subsequent ubiquitylation and degradation, we hypothesized that CD11c-specific deletion of GSK-3β would phenocopy β-catenin activation, leading to impaired antitumor immunity. To test this, we monitored tumor growth in wild type (WT, GSK-3β^Flox/Flox^) and CD11c-GSK-3β^−/−^ mice inoculated with B16F10 melanoma cells. Unexpectedly, CD11c-GSK-3β^−/−^ mice exhibited significantly slower tumor growth (Figure 1A), leading to substantially smaller tumor sizes compared to WT mice (Figure 1B,C). These findings disprove our initial hypothesis and suggest an opposite role for GSK-3β in CD11c^+^ DCs compared to β-catenin.

### 2.2. Distinct Gene Expression Profiles of DCs from CD11c-GSK-3β^−/−^ and CD11c-β-catenin^active^ Mice

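Droplet-based scRNA-seq counts unique molecular identifiers (UMIs), so that each captured transcript is counted once, at its 3′ end. There was 1 library for each of 4 groups of sorted splenic DCs: GSK-3β-/- DCs, their WT (GSK-3β Flox/Flox, here GSK-3β WT DCs), β-catenin active DCs and their WT (β-catenin Exon3/Exon3, here β-catenin WT DCs). The deposited matrices are the authors' whole UMI counts per gene and barcode, made with Cell Ranger 6.1.1 on mm10 according to their processing notes, while the methods of the paper name an earlier version. They hold 7813 barcodes for GSK-3β-/- DCs, 7835 for GSK-3β WT DCs, 6727 for β-catenin active DCs and 7408 for β-catenin WT DCs. The filters of the paper were applied: 300 to 4000 genes per cell, under 5% mitochondrial UMIs and no cell with both X- and Y-linked transcripts, for which the paper names Y-linked genes and *Xist* was chosen here as the X-linked one. They left 7430, 7421, 6383 and 7043 cells, in the same order, with 27129718, 31690240, 26541212 and 25497705 UMIs and medians of 3553.5, 3999, 3967 and 3405 UMIs per cell. CD11c highBst2- cDCs and CD11c intermediateBst2+ pDCs were sorted from the same spleens, so the share of pDCs in a library also depends on how the sorted fractions were combined. Cells were normalized, integrated over the 4 libraries and clustered along the methods of the paper, and a cluster was called after a DC population by marker genes fixed before the data were examined, under naming rules of which several were settled later. A class so named is written with "-like", because the cluster labels of the authors were not used. Gene values are counts per 1000000 UMIs (CPM) over all kept cells of a library or of a class, compared as log2 ratios of the genetically modified library over its WT. With 1 library per group no test between groups is possible, and every interval given for a share (exact binomial) or a ratio (exact conditional binomial) is a 95% interval for counting error only.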

To better understand how GSK-3β deficiency in DCs affects global gene expression and how it differs from β-catenin activation in DCs, we performed scRNA-seq on sorted splenic DCs from CD11c-GSK-3β^−/−^ and CD11c-β-catenin^active^ mice, as well as their WT littermates. Splenic CD11c^+^ DCs were clustered based on gene expression using an unsupervised inference analysis. A total of 13 distinct clusters were identified and visualized by uniform manifold approximation and projection for dimension reduction (UMAP) algorithm [17] (Figure 2A). 

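The 28277 kept DCs also fell into 13 clusters, at a clustering resolution of 0.25, the setting on a fixed grid whose cluster number was nearest to that of the paper. By their markers, 11468 cells in clusters 0 and 3 were cDC2-like, 7443 cells in clusters 1 and 10 were pDC-like and 2881 cells in cluster 2 were MoDC-like. NK-like cells, which carry the gene signature that the paper assigns to IKDCs, numbered 1803, migratory DC-like cells 1694 and cDC1-like cells 1107. Smaller groups were 739 cycling cells in clusters 9 and 11, 557 *Ace*+ monocyte-like cells in cluster 7 and the few B cell-like cells of cluster 12. Cluster 8, with 454 cells and a median of 1277 UMIs per cell, was led by the nuclear long noncoding RNA *Neat1* and by gene models of ribosomal RNA, and was left without a name. Each of the 4 libraries contributed cells to all 13 clusters.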

Analysis of differentially expressed genes (DEGs) of key DC markers (Figure 2B) and top DEGs (Figure 2C) revealed a clear separation of 13 cell populations, including conventional DCs (cDCs), plasmacytoid DCs (pDCs), and monocyte-derived DCs (MoDCs).

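cDC2-like cells were richest in *Sirpb1a* and *Clec4a2*, members of the SIRP and C-type lectin receptor families. Over the 4 libraries, *Sirpb1a* reached 111.5 CPM in cDC2-like cells and 15.2 in all other kept cells, and *Clec4a2* reached 100.4 and 15.5. *Sirpa*, the receptor for CD47, *Itgam*, the integrin chain CD11b, and the RNA-editing enzyme *Apobec1* were 2.10-, 2.31- and 1.96-fold higher there than in the other cells. *Clec4a1* instead marked the *Ace*+ monocyte-like cells, at 269 CPM against 36.0 in the other cells. These cells also had 434 CPM of *Ace*, angiotensin-converting enzyme, and 552 of *Fabp4*, a fatty acid carrier, against 2.74 and 4.50 elsewhere. *Sirpa* and *Itgam* were higher in them than in cDC2-like cells, at 187 and 235 CPM against 126.5 and 74.2. *Sirpa* also reached 218 CPM in the unnamed cluster 8.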

Among the distinct DC populations, clusters 0, 6, 7, 8, and 9 (Figure 2A) represent cDC2 cells with high expression of cDC2 marker genes such as *Sirpa*, *Sirpb1a*, *Itgam* (*CD11b*), *Clec4a1*, *Clec4a2*, and *Apobec1* (Figure 2B). In addition, cluster 9 cells are distinguished by unique expression of G2/M cell cycle genes such as *Cenpe*, *CCnb2*, *Cenpf*, *Cdkn3*, *Birc5*, *Cdca3*, and *Ube2c* [18], while cluster 7 cells express G1/S cell cycle genes like *Mcm5*, *Cdca7*, *Mcm2*, *Mcm3*, and *Hells* [19] (Figure 2C), indicating their potential proliferative capability. 

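The cycling cells lay in 2 clusters with different leading genes. Cluster 9 held the genes of mitosis, with the kinetochore motor *Cenpe* at 119.6 CPM, 93.0-fold above all other kept DCs, and *Ccnb2*, a cyclin of mitotic entry, 148-fold above them. Cluster 11 held the genes of DNA replication, with the helicase subunits *Mcm5* 14.4-fold and *Mcm2* 9.97-fold above the other DCs and *Hells*, a chromatin remodeler, 14.1-fold above them. *Mcm5* stood at 7.47 CPM in cluster 9 and *Ccnb2* at 5.84 in cluster 11, where other genes of mitosis, *Birc5* and *Cdca3*, were 7.01- and 9.88-fold above the other DCs. Cycling cells had *Sirpa* at 92.1 CPM, close to the 85.5 of the other cells, and *Siglech* at 18.0.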

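*Siglech*, a lectin receptor of plasmacytoid cells that lies on chromosome 7 of GRCm38 from 55768178 to 55778925, had 2236 CPM in pDC-like cells and 74.7 in all other kept DCs. *Bst2* (tetherin), which was also used to sort the cells, had 5737 and 578. *Pacsin1*, an adaptor of endocytosis, was 20.7-fold higher in pDC-like cells, and *Irf7*, the transcription factor of type I interferon production, 3.52-fold higher. All 11 fixed pDC markers were detected in cluster 1 and 10 of the 11 in cluster 10. The smaller cluster 10 had 1110 CPM of *Siglech* and a median of 6688 UMIs per cell, the highest of the 13 clusters.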

Clusters 1 and 10 represent pDCs with high expression of the marker genes *Siglech*, *Bst2*, *Irf7*, and *Pacsin1*. Cluster 2 consists of MoDCs with prominent expression of the monocyte genes *Cd209a and Ccr2.* Cluster 3 cells emerge as IFN-producing killer dendritic cells (IKDCs) [20,21] with a unique NK gene signature (*Klra9*, *Klrb1c*, *Prf1*, *Ncr1*, *Nkg7*, and *Gzmb*) as their top DEGs. 

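In MoDC-like cells *Cd209a*, a C-type lectin, was 6.18-fold and *Ccr2*, the receptor that draws monocytes from the bone marrow, 7.88-fold higher than in all other kept DCs. The NK-like cluster was set apart far more sharply. *Ncr1*, the activating receptor NKp46 (on chromosome 7 of GRCm38 from 4337724 to 4345164), had 531.5 CPM there and under 1 elsewhere, and *Nkg7*, a cytotoxic granule protein, had 1712 and 1.24. The inhibitory receptor *Klra9*, the receptor *Klrb1c* (NK1.1), perforin (*Prf1*) and granzyme B (*Gzmb*) had 216, 310.2, 144 and 130.4 CPM, each with under 1 elsewhere. *Itgax*, which encodes CD11c, had 248 CPM in these cells and 193 in the rest, while the MHC class II chain *H2-Aa* had 808 and 6762.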

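*Ccr7*, the chemokine receptor that guides DCs to the T cell zone, reached 3344 CPM in migratory DC-like cells and 65.6 in the other kept DCs. The actin-bundling protein *Fscn1* and the tetraspanin *Cd63* were 66.0- and 81.5-fold higher there, and all 9 fixed markers of the class were detected.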

Cluster 4 cells are characterized by the expression of *Fscn1*, *Cd63*, and *Ccr7*, suggesting that they are migratory DCs [22]. Cluster 5 are cDC1 cells with high expression of the cDC1 signature genes *Cadm1*, *Xcr1*, and *Clec9a*, while cluster 11 cells express both cDC2 and pDC genes, suggesting they might be the transitional DCs [23,24]. 

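*Xcr1*, the receptor for the chemokine XCL1, lies on chromosome 9 of GRCm38 from 123852315 to 123862029 and separated cDC1-like cells from the rest, with 222 CPM against 1.07. *Cadm1*, an adhesion molecule, was 14.5-fold higher, and *Clec9a*, a receptor for dead cells that plasmacytoid cells also express, 6.37-fold higher. Among the other clusters, cluster 10 had both *Siglech* and, at 103 CPM, *Sirpa*, which stood at 85.4 in all other DCs.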

Cluster 12 cells are distinguished by the fact that all of their top DEGs, except *S1pr1*, are B cell markers (*Fcmr*, *Fcer2a*, *Pax5*, *Cd19*, *Ebf1*, and *Cd79a*), resembling recently reported B-pDCs [25].

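The B cell-like cluster had 1574 CPM of *Cd79a*, a chain of the B cell receptor complex, and 873 of *Ebf1*, a transcription factor of B cell identity, with under 1 in the other kept DCs for both. *Pax5* and *Fcmr* were 858- and 489-fold higher there, and the egress receptor *S1pr1* was 282-fold higher. *Siglech* stood at 451 CPM in these cells, below the 641 of all others, an average that includes pDC-like cells at 2236. All kept DCs outside the pDC-like class had 74.7. The cluster was small, with 71 cells from GSK-3β-/- DCs, 14 from GSK-3β WT DCs, 7 from β-catenin active DCs and 39 from β-catenin WT DCs.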

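pDC-like cells made up 39.7% (38.6% to 40.9%) of GSK-3β-/- DCs and 18.8% (17.9% to 19.7%) of GSK-3β WT DCs, a 2.12-fold higher share. In β-catenin active DCs the share was 25.4% (24.3% to 26.5%), against 21.0% (20.0% to 21.9%) in β-catenin WT DCs, 1.21-fold higher. *Siglech* and *Bst2* over all cells had log2 ratios of 0.97 and 1.08 in GSK-3β-/- DCs, or 0.04 and 0.35 with equal weights for classes, and of 0.30 and −0.04 in β-catenin active DCs. Here and below, equal weights mean that each class or cluster is given the same share in both libraries of a pair. The whole list of 11 pDC markers had a median of 0.91 in GSK-3β-/- DCs, higher than all of 10000 random lists matched on expression, and of 0.11 in β-catenin active DCs. pDCs were sorted as a separate fraction, which can itself set these shares. When each cell was assigned by its highest marker list without clustering, the log2 ratio of pDC-like shares in β-catenin active DCs turned from 0.28 to −0.04, while in GSK-3β-/- DCs it stayed at 1.08.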

Interestingly, our scRNA-seq analysis revealed intriguing differences in DC populations of the 13 UMAP clusters between GSK-3β^−/−^ and β-catenin^active^ DCs (Figure 2D). pDCs (cluster 1) were predominant among GSK-3β^−/−^ DCs compared to WT cells, while this phenomenon was not evident in β-catenin^active^ DCs (Figure 2D). Conversely, IKDCs (cluster 5) were significantly reduced in GSK-3β^−/−^ DCs compared to their WT counterparts, while their frequency remained comparable in β-catenin^active^ DCs versus WT DCs. Similarly, cDC1 (cluster 5) were slightly reduced in GSK-3β^−/−^ DCs compared to their WT counterparts, whereas β-catenin^active^ DCs exhibited an increase in cluster 5 cells relative to WT (Figure 2D). 

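NK-like cells were 3.56-fold less frequent in GSK-3β-/- DCs, at 3.26% (2.87% to 3.69%), than in GSK-3β WT DCs, at 11.6% (10.9% to 12.3%). They made up 5.61% (5.06% to 6.20%) of β-catenin active DCs and 4.87% (4.38% to 5.40%) of β-catenin WT DCs. The NK transcripts were lower with them in GSK-3β-/- DCs: *Ncr1* had a log2 ratio of −1.68 (95% interval −1.83 to −1.52), *Nkg7* of −1.78 (95% interval −1.87 to −1.69) and *Prf1* of −1.52 (95% interval −1.87 to −1.18), none of which stayed below 0 with equal weights for classes. *Klra8*, which encodes the receptor Ly49H, was lower by much more, with 11 UMIs against 1561, and *Klrb1c* had 49 against 1099. Over the 10 NK markers the median was −2.14 in GSK-3β-/- DCs and 0.05 in β-catenin active DCs. The WT libraries differed too, since the share in GSK-3β WT DCs was 2.38-fold that in β-catenin WT DCs.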

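cDC1-like cells were 2.08-fold less frequent in GSK-3β-/- DCs, at 2.02% (1.71% to 2.37%) against 4.19% (3.75% to 4.67%), and 2.12-fold more frequent in β-catenin active DCs, at 6.66% (6.06% to 7.30%) against 3.14% (2.74% to 3.57%). With cells that Scrublet calls doublets left out, the shares were 1.19% and 2.02% in the GSK-3β pair and 4.59% and 2.50% in the β-catenin pair. *Xcr1* had a log2 ratio of −1.23 (95% interval −1.51 to −0.96) in GSK-3β-/- DCs and of 1.34 (95% interval 1.14 to 1.54) in β-catenin active DCs, or −0.27 and 0.36 with equal weights for classes. *Tlr3*, the sensor of double-stranded RNA, and *Naaa*, a lipid amidase, were higher in β-catenin active DCs as well, with 1.22 and 0.91. *Clec9a* did not follow the class, at 0.07 and 0.08. The medians of the measured cDC1 markers were −1.08 in GSK-3β-/- DCs, below all random lists, and 0.79 in β-catenin active DCs.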

Taken together, these data indicated that GSK-3β and β-catenin might involve in DC development in a distinct manner.

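*Ace*+ monocyte-like cells were 1.99% (1.69% to 2.34%) of GSK-3β-/- DCs and 4.68% (4.21% to 5.18%) of GSK-3β WT DCs, but 0.783% (0.582% to 1.03%) of β-catenin active DCs and only 0.170% (0.0881% to 0.297%) of β-catenin WT DCs, a 27.4-fold difference between the WT libraries. Migratory DC-like cells were 6.07% (5.54% to 6.64%) and 7.20% (6.62% to 7.81%) in the GSK-3β pair, and 3.24% (2.82% to 3.71%) and 7.13% (6.54% to 7.75%) in the β-catenin pair, where *Ccr7* and *Fscn1* had log2 ratios of −1.55 and −1.49. There were 2694 cDC2-like cells among β-catenin active DCs (42.2%) and 3520 among β-catenin WT DCs, and they made up 33.5% of GSK-3β-/- DCs and 37.2% of GSK-3β WT DCs. MoDC-like cells made up 9.95% of GSK-3β-/- DCs, 12.1% of their WT, 10.1% of β-catenin active DCs and 8.49% of β-catenin WT DCs. Cycling cells were fewer in GSK-3β-/- DCs, at 1.24% (0.999% to 1.52%) against 2.32% (1.99% to 2.69%), and more in β-catenin active DCs, at 4.11% (3.63% to 4.62%) against 3.02% (2.64% to 3.45%). From pDCs, IKDCs and cDC1 cells, the paper proposes that GSK-3β and β-catenin take part in DC development in distinct ways.

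**Figure D1:**
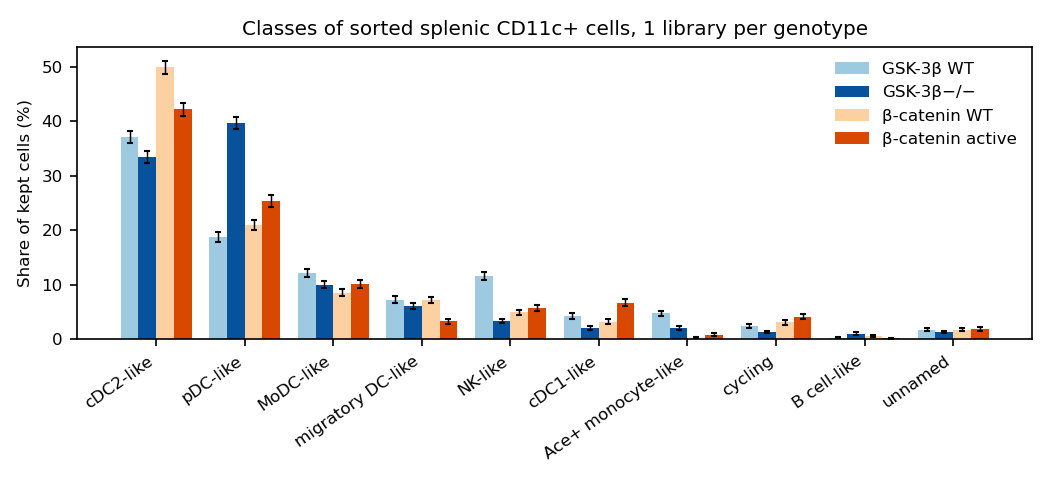
Share of kept cells (%, vertical axis) in each marker-named class (horizontal axis) for the 4 DC libraries, with 1 library per group. Bars are shares and lines are exact 95% binomial intervals for counting error only; pDC-like cells reach 39.7% in GSK-3β-/- DCs and stay at 25.4% or lower in the other 3 libraries.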

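Genes with at least 100 UMIs over a pair of libraries and at least a 2-fold ratio were counted, a rule of size and not of significance. In GSK-3β-/- DCs, 116 genes were higher and 432 lower than in their WT, of 10920 measured, and in β-catenin active DCs 166 were higher and 144 lower, of 10297. Among the 10213 genes measured in both pairs, 11 were higher in both, which is 4.06% of the genes higher in either and compares with 1.27 expected for unrelated sets of these sizes. They included the phospholipases *Plcb1* and *Plcb4*, the integrin chain *Itgad*, E-cadherin (*Cdh1*) and *Cox6a2*, a subunit of cytochrome c oxidase. The 5 genes lower in both, 0.876% of the genes lower in either with 3.92 expected, were *F11r*, a junctional adhesion molecule, the calcium channel *Ryr3*, the receptor *Klri1*, *Tmod2*, which caps actin filaments, and lymphotoxin (*Lta*). With normalization factors from TMM in place of totals, 1 gene was lower in both. The WT libraries of the 2 lines differed from each other by 873 genes, more than either modified library did from its own WT. With every DC class given the same weight in both libraries, the 548 genes of the GSK-3β pair became 228.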

Analysis of DGEs of overall DCs revealed almost entirely distinct expression patterns between GSK-3β^−/−^ DCs and β-catenin^active^ DCs comparing to their WT counterparts (Figure 2E,F), with minimal overlap of DEGs between β-catenin^active^ and GSK-3β^−/−^ DCs (0.8% downregulated genes and 3.9% upregulated genes, Figure 2E). Specifically, among the genes significantly downregulated in GSK-3β^−/−^ DCs, most were either upregulated or showed no significant change in β-catenin^active^ DC (Figure 2F). Similarly, among the genes significantly upregulated GSK-3β^−/−^ DCs, most showed no significant change in β-catenin^active^ DC, with only a few consistently upregulated (Figure 2F). Furthermore, Gene Ontology (GO) analysis confirm that β-catenin^active^ and GSK-3β^−/−^ DCs exhibit differentially regulated pathways (Figure 2G). For example, while GSK-3β^−/−^ DCs exhibited top downregulated pathways such as “cellular response to heat”, “response to unfolded protein” and “regulation of mitotic spindle organization”, β-catenin^active^ DCs exhibit downregulation pathways associated with “NF-κB signaling”, “positive regulation of programmed cell death”, and “positive regulation of transcription by RNA polymerase II”. These results strongly suggested that GSK-3β deletion and β-catenin upregulation/activation in DCs have distinct effects on gene regulation patterns.

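More genes were lower in GSK-3β-/- DCs and higher in β-catenin active DCs (30, with 4.09 expected for unrelated sets) than were lower in both, and 7 were higher in GSK-3β-/- DCs and lower in β-catenin active DCs. With equal weights for classes the opposite-direction genes numbered 14 against 4 lower in both, with at least 500 UMIs 15 against 1, and at a 1.2-fold limit 633 (345 expected) against 627 (578 expected). Genes labelled in Figure 2F show the pattern. *Hspa1b*, an inducible HSP70 chaperone, had a log2 ratio of −4.47 in GSK-3β-/- DCs and 4.78 in β-catenin active DCs, and *Serpinb2*, a protease inhibitor of activated myeloid cells, −2.64 and 2.58. The RNA polymerase subunit *Polr2l* had −1.52 and 2.11, *Wdfy1* −1.30 and 1.97, and *Stat4*, a transducer of IL-12 signals, −1.05 and 1.17, though with equal weights for classes *Serpinb2* had −1.83 and *Stat4* −0.24 in GSK-3β-/- DCs, where NK-like cells are fewer. *Wfdc17* and *Adgrg5* went the same way, with −1.01 and −0.96 in GSK-3β-/- DCs and 1.02 and 1.05 in β-catenin active DCs. Only the choline kinase *Chka*, with −1.23 and −0.87, and *Ryr3*, with −1.07 and −3.20, were lower in both. *Hspa1b* had 184420 UMIs in GSK-3β WT DCs, 7125 in GSK-3β-/- DCs, 1948 in β-catenin active DCs and 68 in β-catenin WT DCs. Of 424 genes lower in GSK-3β-/- DCs and also measured between the WT libraries, 281 were at least 2-fold higher in GSK-3β WT DCs. Both comparisons share that library, and how far the opposite-direction genes rest on it was not tested.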

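The genes labelled as higher in Figure 2F were higher in β-catenin active DCs as well, which holds for few of the 91 genes higher in GSK-3β-/- DCs among those measured in both pairs. *Plcb1*, a phospholipase C that acts downstream of G protein-coupled receptors, had 291 UMIs in GSK-3β-/- DCs and 7 in GSK-3β WT DCs, and 205 in β-catenin active DCs against 0 in β-catenin WT DCs, at least 65.7-fold higher with a floor of 3 counts. Its neighbor *Plcb4* had log2 ratios of 3.27 and 2.25. *Cox6a2* (2.53 and 2.47), *Itgad* (2.29 and 2.75), *4931431B13Rik* (3.61 and 3.46) and *Gm39091* (2.84 and 1.43) lie side by side on chromosome 7, near *Itgax*, whose promoter drives CD11c-Cre in both modified lines. *Cdh1* had 1.18 and 1.40, while *Pkig*, an inhibitor of protein kinase A, and *Cmah*, an enzyme of sialic acid synthesis, had 1.08 and 1.23 in GSK-3β-/- DCs and 0.94 and 0.76 in β-catenin active DCs. With equal weights for classes, *Cdh1*, *Pkig*, *Cmah* and *Cox6a2* came down to 0.20, 0.32, 0.27 and 1.59 in GSK-3β-/- DCs. Other large ratios in GSK-3β-/- DCs belonged to the haemoglobin gene *Hbb-bs* (4.97), the haem-binding protein *Hebp1* (4.52), *Tagap1* (3.97) and *Fcrl5* (4.53). In β-catenin active DCs the imprinted gene *Mest* had 303 UMIs against 2, a log2 ratio of 7.19 (95% interval 5.32 to 10.24), and the intermediate filament *Prph* had 5.14.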

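The 2 modified libraries also differed in fixed gene lists. Interferon-γ response genes had a median log2 ratio of −0.38 in GSK-3β-/- DCs, with *Irgm2* and *Gbp7*, both interferon-induced GTPases, at −1.17 and −1.12, and of 0.20 in β-catenin active DCs. These medians lay at percentiles 0.0800 and 99.9 of 10000 random lists of like expression. The GSK-3β WT library was itself high in this list, with a median of 0.92 over β-catenin WT DCs and 19 of 20 genes above 0. Within classes the median of the GSK-3β pair was −0.41 in cDC2-like, −0.39 in MoDC-like, −0.40 in cDC1-like and −0.19 in pDC-like cells. It was −0.04 in migratory DC-like, −0.04 in *Ace*+ monocyte-like and 0.26 in NK-like cells. Electron transport genes had medians of 0.00 and 0.49, the latter with *Ndufa1* of complex I at 1.03 and *Cox7c* of complex IV at 0.92. Genes of class II presentation had 0.28 in GSK-3β-/- DCs and −0.33 in β-catenin active DCs, with *H2-Oa* at −0.58 and *H2-Eb1* at −0.41 in the latter. Glycolysis and hypoxia genes had −0.28 and 0.13, led in GSK-3β-/- DCs by *Ddit4*, a stress-induced inhibitor of mTORC1, at −2.03. In these lists too the GSK-3β WT library stood apart from the β-catenin WT library, with a median of −0.49 for class II presentation and 0.48 for glycolysis and hypoxia. These medians lay at percentiles 0.155 and 97.6 of the random lists, while all measured genes had a median of 0.25 between the WT libraries. Chemokine receptor and egress genes had 0.17 and −0.73, with *Klf2* at −1.05 in β-catenin active DCs.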

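Heat shock genes showed the largest difference of the 20 pathway lists in GSK-3β-/- DCs: all 16 measured members were lower than in GSK-3β WT DCs, with a median log2 ratio of −1.85, below each of the random lists. *Hspa1a*, the inducible HSP70 on chromosome 17 of GRCm38 from 34969190 to 34972156, had a ratio of −4.09, the small heat shock protein *Hspb1* −6.85 and the HSP70 co-chaperone *Bag3* −4.17. The level of *Hspa1a* was 315 CPM in GSK-3β-/- DCs, 5362 in GSK-3β WT DCs, 68.7 in β-catenin active DCs and 11.0 in β-catenin WT DCs, so that the GSK-3β WT library stood apart from the other 3. The list was lower within every class compared, from −0.86 in cDC1-like to −2.13 in *Ace*+ monocyte-like cells. Unfolded protein genes of the endoplasmic reticulum did not go with it, at a median of 0.14. Genes of the mitotic spindle and G2/M phase had −0.95, with *Cenpf* at −1.53 and *Cdca8* at −1.32, and S phase genes −0.50. In β-catenin active DCs the TNF and NF-κB response list had a median of −0.49, below all random lists, with the NF-κB inhibitor *Nfkbia* at −1.12, *Tnf* at −1.01 and the NF-κB subunit *Relb* at −0.94. The list was low in GSK-3β-/- DCs as well, at −0.27, percentile 0.03 of the random lists, with 15 of 20 genes below 0. *Sgk1* stood at −1.16 and *Cd83* at 0.87 there. Immediate early genes, which include transcription factors such as *Egr1* (−1.26 in β-catenin active DCs) and *Jun* (−1.13 in GSK-3β-/- DCs), were lower in both, with medians of −0.57 and −0.47. Regulators of apoptosis had −0.13 in β-catenin active DCs, at percentile 26.6, with the death receptor *Fas* at −0.95.

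**Figure D2:**
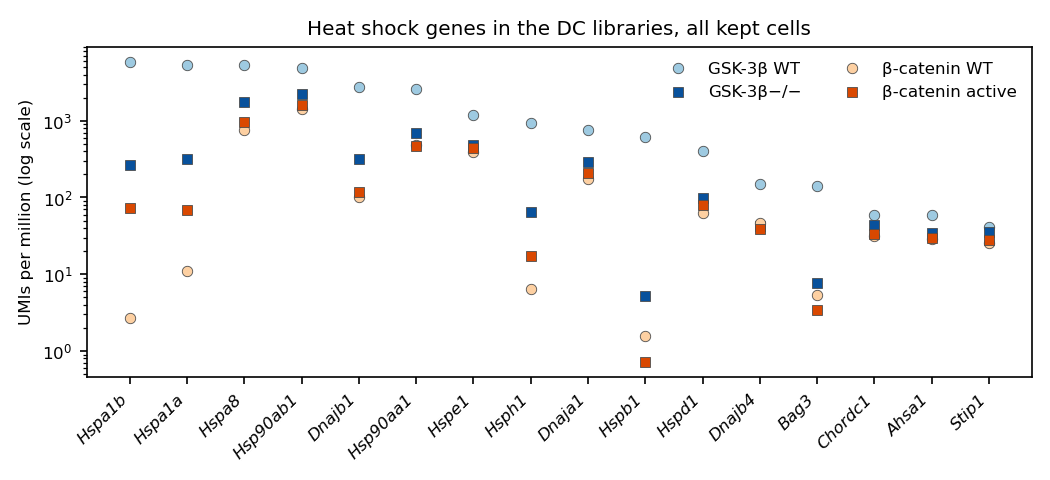
CPM (vertical axis, log scale) of the 16 heat shock genes (horizontal axis) in the 4 DC libraries, with 1 point per gene and library. In GSK-3β WT DCs *Hspa1a* stands at 5362 CPM, against 315, 68.7 and 11.0 in the other libraries.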

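Within cDC2-like cells, the class with the most cells, the 5 highest and 5 lowest ratios of each of the 2 lines belonged to different genes, apart from *Cox6a2*. Over all cells *Plcb1* and *Plcb4* were higher in both lines. In GSK-3β-/- DCs the lowest included *Klri2*, a receptor of NK cells, with 2 UMIs against 330, *Hspb1* (−6.78) and the ribonuclease *Rnaset2b* (−5.11). In β-catenin active DCs they included *Ryr3* (−3.68), the growth factor *Bmp2* (−3.06), the tetraspanin *Cd81* (−2.35) and *Id3*, an inhibitor of transcription factors (−2.05). The highest in β-catenin active DCs included *Mest*, with 249 UMIs against 1, the protease inhibitor *Serpinb8*, with 182 against 2, and *Cpa5*, a carboxypeptidase, with 147 against 0. In GSK-3β-/- DCs the highest included *Plcb1* with 109 UMIs against 0, *Plcb4* (5.43), *Hebp1* (4.97), *Cox6a2* (4.72) and *Tagap1* (4.59). From the small overlap of the gene lists and from the pathways, the paper reasons that GSK-3β deletion and β-catenin activation regulate genes in DCs in distinct ways.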

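Of 8 checkpoint genes listed before the data were examined, the costimulatory ligands *Cd80* and *Cd86* went in opposite directions, with log2 ratios of 0.36 (95% interval 0.21 to 0.51) and 0.24 (95% interval 0.15 to 0.32) in GSK-3β-/- DCs and of −0.61 (95% interval −0.74 to −0.48) and −0.44 (95% interval −0.52 to −0.35) in β-catenin active DCs. *Lgals9*, which encodes the Tim-3 ligand galectin-9, had 0.91 in β-catenin active DCs and −0.05 in GSK-3β-/- DCs, and the inhibitory ligand VISTA (*Vsir*) −0.01 and 0.14. The list had a median of 0.19 in GSK-3β-/- DCs, at percentile 96.9 of the random lists, and of −0.10 in β-catenin active DCs, at percentile 37.3.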

**In addition, we examined the expression of immune checkpoint molecules previously reported to be differentially expressed in** β**-catenin active DCs** [26]. DCs from CD11c-GSK-3β^−/−^ mice and CD11c-β-catenin^active^ mice displayed different expression profiles of these inhibitory molecules, including PD-L1/L2, Tim-3, and Lag3 (Supplemental Figure S1). Specifically, while Tim-3 (*Havcr2*) was upregulated in multiple clusters of β-catenin^active^ DCs, GSK-3β^−/−^ DCs exhibited decreased Tim-3 expression compared to WT DCs (Supplemental Figure S1). 

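PD-L1 (*Cd274*, on chromosome 19 of GRCm38 from 29367455 to 29388095) was higher in GSK-3β-/- DCs, with a log2 ratio of 0.38 (95% interval 0.31 to 0.46), and lower in β-catenin active DCs, with −0.39 (95% interval −0.46 to −0.32). In GSK-3β-/- DCs the ratio was 1.08 in migratory DC-like and 0.52 in cDC2-like cells, which held most of its UMIs. The cDC2-like cells of β-catenin active DCs showed 0.03, while pDC-like and cDC1-like cells showed −0.74 and −1.46. PD-L2 (*Pdcd1lg2*, from 29410919 to 29471161 on the same chromosome) was scarce, with 229 and 373 UMIs in the GSK-3β pair and 246 and 267 in the β-catenin pair. Its ratio of −0.48 (95% interval −0.72 to −0.24) in GSK-3β-/- DCs became 0.06 (−0.24 to 0.37) within cDC2-like cells.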

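Tim-3 (*Havcr2*, on chromosome 11 of GRCm38 from 46454935 to 46481255) had 2925 UMIs in GSK-3β-/- DCs and 4916 in GSK-3β WT DCs, a log2 ratio of −0.52 (95% interval −0.59 to −0.46). It had 3979 in β-catenin active DCs and 2866 in β-catenin WT DCs, a ratio of 0.42 (95% interval 0.35 to 0.49). cDC2-like cells, which held most of the transcript, had −0.21 (−0.28 to −0.13) in GSK-3β-/- DCs and 0.53 (0.45 to 0.61) in β-catenin active DCs. pDC-like cells had −0.44 and 0.54, and migratory DC-like cells −0.10 and 0.72. cDC1-like cells had −0.41 in GSK-3β-/- DCs and −0.01 in β-catenin active DCs, and cycling cells 0.70 in the latter.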

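*Axin2*, a direct transcriptional target of β-catenin on chromosome 11 of GRCm38 from 108920349 to 108950783, had 143 UMIs in β-catenin active DCs and 15 in β-catenin WT DCs, a log2 ratio of 3.20 (95% interval 2.42 to 4.07). In GSK-3β-/- DCs it had 16 against 27, a ratio of −0.53 (95% interval −1.52 to 0.41). *Nkd1*, another target that restrains Wnt signals, had 37 UMIs against 3 in the β-catenin pair, a ratio of 3.57 (95% interval 1.91 to 5.91). Within β-catenin active DCs the excess of *Axin2* was present in cDC2-like cells (49 against 6), pDC-like cells (41 against 1) and migratory DC-like cells (17 against 7). The list of Wnt and β-catenin targets had a median of −0.41 in GSK-3β-/- DCs, with 8 of 10 measured genes below 0, and of 0.07 in β-catenin active DCs, where *Myc* stood at 0.51 and *Tcf7* at −0.75.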

Taken together, these data suggest that GSK-3β may regulate DCs independent of β-catenin.

### 2.3. Lack of GSK-3β Does Not Lead to Accumulation of β-catenin in DCs and GSK-3β^−/−^ DCs Exhibit Different Phenotypes than β-catenin^active^ DCs

The opposite antitumor phenotypes of CD11c-GSK-3β^−/−^ and CD11c-β-catenin^active^ mice, along with distinct gene expression patterns of their DCs, prompted us to ask whether GSK-3β deletion in DCs leads to the accumulation of β-catenin. We first examined the expression of β-catenin in GSK-3β^−/−^ DCs. Splenic cDCs were isolated from WT and CD11c-GSK-3β^−/−^ mice, and examined by Western blot for their protein expression. As expected, GSK-3β^−/−^ DCs lost the expression of GSK-3β but not GSK-3α (Figure 3A), confirming the specific GSK-3β deletion in CD11c^+^ DCs. Expression of GSK-3β was not altered in either β-catenin^active^ or β-catenin^−/−^ DCs (Figure 3A). Surprisingly, no elevated expression of β-catenin was observed in GSK-3β^−/−^ DCs compared to WT DCs, in contrast to the substantial accumulation of β-catenin in β-catenin^active^ DCs (Figure 3A,B), suggesting that the deletion of GSK-3β does not result in the accumulation/upregulation of β-catenin in DCs.

We further examined β-catenin expression of GSK-3β^−/−^ DCs by flow cytometry of splenocytes using the gating strategy depicted in Supplementary Figure S2. Consistent with our Western blot analysis, CD11c^+^Bst2^−^ splenic cDCs from WT and GSK-3β^−/−^ mice exhibited similar expression of β-catenin (Figure 3C,D), further confirming that the deletion of GSK-3β does not lead to the accumulation/upregulation of β-catenin in DCs.

Based on our previous observation that the activation of β-catenin leads to different expression profiles of immune checkpoint molecules in β-catenin^active^ versus WT splenic cDC1 [26], we examined the expression of these inhibitory molecules on WT and GSK-3β^−/−^ cDC1s. In contrast to β-catenin^active^ cDC1s that exhibit increased expression of Tim-3 and PD-L2 and reduced PD-L1 [26], the deletion of GSK-3β in cDC1s did not significantly alter the expression of Tim-3, PD-L1, PD-L2, and Lag3 (Supplementary Figure S3A–D). These data indicate that GSK-3β^−/−^ DCs exhibited a different phenotype in immune checkpoint expression from β-catenin^active^ DCs, further suggesting that the deletion of GSK-3β unlikely regulates DC function through the accumulation/upregulation of β-catenin. Taken together, our data demonstrate that the deletion of GSK-3β in DCs does not upregulate/activate β-catenin and leads to a different gene expression profile than the activation of β-catenin.

### 2.4. Deletion of GSK-3β in DCs Augments DC Vaccine-Induced Cross-Priming of Antigen-Specific CD8 T Cells

We have previously shown that β-catenin in DCs negatively regulates antigen-specific CD8 T cell responses with a DC-targeting vaccine model using anti-DEC-205-OVA [3,4]. We thus asked how deletion of GSK-3β in DCs regulated antigen-specific CD8 T cell responses. WT and CD11c-GSK-3β^−/−^ mice were adoptively transferred with OVA-specific Thy1.1^+^ CD8 T (OTI) cells, and immunized with anti-DEC-205-OVA plus adjuvant CpG. Intriguingly, the percentages of Thy1.1^+^ OTI out of total CD8 T cells, as well as differentiated IFN-γ^+^Thy1.1^+^ OTI effectors out of total OTI CD8 T cells, were significantly augmented in CD11c-GSK-3β^−/−^ mice compared to WT for both spleen and LNs (Figure 4A,B). Furthermore, CD11c-GSK-3β^−/−^ mice exhibited higher frequencies of IFN-γ^+^TNF-α ^+^ and IFN-γ^+^IL-2^+^ polyfunctional effectors than WT mice (Supplemental Figure S4A,B). Taken together, these data suggest that the deletion of GSK-3β in DCs amplifies OVA-specific CD8 T cell proliferation and differentiation into effector cells.

### 2.5. Deletion of GSK-3β in DCs Led to Diminished Memory Responses Despite Augmented Cross-Priming

As CD11c-GSK-3β^−/−^ mice displayed elevated effector differentiation of primed OTI CD8 T cells, we next examined CD8 T cell memory responses after DC-targeted vaccination. WT and CD11c-GSK-3β^−/−^ mice were immunized with anti-DEC-205-OVA plus CpG following the adoptive transfer of naïve CFSE-labeled Thy1.1^+^ OTI cells, as before, and then challenged at day 21 with OVA protein to assess memory CD8 T cell responses. Despite augmented cross-priming of OTI cells in CD11c-GSK-3β^−/−^ mice (Figure 4A,B), Thy1.1^+^ OTI cell numbers were greatly reduced in CD11c-GSK-3β^−/−^ mice, suggesting that the deletion of GSK-3β in DCs results in dampened CD8 recall responses (Figure 4C). In conclusion, the deletion of GSK-3β in DCs negatively regulates memory CD8 T cell responses despite playing a positive role in augmenting cross-priming.

### 2.6. scRNA-Seq Analysis of OTI CD8 T Cells Primed in WT and CD11c-GSK-3β ^−/−^ Mice

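Thy1.1+ OTI cells were measured in 4 libraries, 1 from each group of hosts (WT or CD11c-GSK-3β-/-) on each day, with the same kind of UMI counts as for DCs. On day 4, 9578 OTI cells from CD11c-GSK-3β-/- mice and 8723 OTI cells from WT mice passed the filters of the paper, of 9626 and 8769 barcodes, and on day 10 7786 and 6917, of 7892 and 6961. The day 10 libraries were shallower and unequal, with medians of 1126 UMIs per cell in OTI cells from CD11c-GSK-3β-/- mice and 2137 in OTI cells from WT mice, against 2953 and 3174 on day 4. In total there were 35137346 and 33750526 UMIs on day 4 and 10565419 and 16318197 on day 10. Genes were compared as CPM over all kept cells, as log2 ratios of OTI cells from CD11c-GSK-3β-/- mice over OTI cells from WT mice. Scores were compared after each cell had been thinned at random to 2000 UMIs, which leaves out the cells that have fewer.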

To better understand how the deletion of GSK-3β in DCs affects the differentiation of OVA-specific OTI CD8 T cells, we performed scRNA-seq on sorted Thy1.1^+^ OTI CD8 T cells from WT and CD11c-GSK-3β^−/−^ mice on day 4 and day 10 after immunization with anti-DEC-205-OVA plus CpG. 

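At a resolution of 0.15, the setting nearest to the cluster number of the paper, the 33004 kept OTI cells fell into 10 clusters. Cycling cells, with genes of DNA replication such as *Mcm3* or of mitosis such as *Cenpf*, filled clusters 1, 2 and 7. Interferon-stimulated CD8-like cells, led by *Ifit1*, filled cluster 3 with 2027 cells, and effector CD8-like cells, led by the chemokine receptor *Ccr2* and granzyme A (*Gzma*), filled cluster 4 with 1717 cells. Memory CD8-like cells were found in clusters 5 and 9, with 1105 and 384 cells, both with *Id3*, a factor of memory precursors, among their leading genes. The largest cluster 0, with 18712 cells, was led by genes of recent signaling such as *Tnfaip3*, *Junb* and *Jun* and met the rule for no class. Clusters 6, led by nuclear transcripts such as *Malat1*, and 8, which carries B cell genes, were also left without a class.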

OTI CD8 T cells were clustered based on gene expression using an unsupervised inference analysis, identifying a total of nine clusters (Figure 5A,B). Analysis of top DEGs revealed a clear separation of the nine distinct OTI T cell populations following immunization (Figure 5C).

These clusters exhibit distinct gene expression profiles: for example, cluster 6 represents effector OT1 cells with high expression of *Gzma*, *Gzmb*, and *Ifng*, whereas cluster 7 consists of “interferon-stimulated” CD8 T cells distinguished by interferon gene markers including *Isg15*, *Ifit1*, *Ifit3*, and *Igs20* [27]. 

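Effector CD8-like cells had 977 CPM of *Gzma* and 577 of *Gzmb*, the granzymes of cytotoxic granules, against 168.5 and 112.5 in all other OTI cells. Interferon-γ (*Ifng*) was 1.88-fold higher in them. In interferon-stimulated CD8-like cells the antiviral genes *Ifit1* and *Ifit3* were 41.2- and 34.3-fold higher than in the other cells, the ubiquitin-like modifier *Isg15* 15.4-fold and the exonuclease *Isg20* 16.9-fold.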

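*Cd79a*, a signaling chain of the B cell receptor, had 606 CPM in cluster 8 and 0.297 in all other OTI cells. The transcription factors *Ebf1* and *Mef2c* had 259.5 and 167, the light chain *Iglc3* 303 and *Ms4a1* (CD20) 145. T cell transcripts were present in the same cluster at lower levels, with *Cd3e* at 580.4 against 855, *Cd8a* at 219 against 259 and the T cell receptor constant region *Trac* at 404.5 against 559.7. The cluster had a median of 2070 UMIs per cell, close to the 2078 of cluster 0. Its leading genes also included the class II chains *H2-Aa* and *H2-Eb1* and *Apoe*, a lipoprotein of macrophages.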

Cluster 8 represents a rare “B-T” cluster characterized by elevated expression of B cell markers such as *Cd79a*, *Mef2c*, *Iglc3*, *Ebf1*, and *Ms4a1*(*CD20*), as reported in previous studies [28,29,30]. Notably, clusters 2–4 are distinguished by their top DEGs being the G2/M cell cycle genes *Ube2c*, *Cenpe*, *CCnb2*, *Birc5*, *Cdca8*, *Cks1b*, and Hmgn2, and/or the G1/S cell cycle genes *Mcm5*, *Uhrf1*, *Lig1*, *Cdca7*, *Mcm3*, *Hells*, and *Rfc3*, suggesting that these clusters consist of proliferative OTI CD8 T cells (Figure 5C).

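In cycling OTI cells the mitotic genes *Birc5* (survivin), *Ccnb2* and *Cdca8* were 52.3-, 41.1- and 40.0-fold higher than in the other OTI cells, and *Cenpe*, *Ube2c* and *Cks1b* 30.1-, 24.5- and 22.1-fold. Among the replication genes, DNA ligase 1 (*Lig1*) was 18.9-fold higher, *Uhrf1*, which maintains DNA methylation, 18.0-fold, *Mcm5* 13.5-fold and *Rfc3* 6.87-fold. *Hmgn2*, a nucleosome-binding protein, had 523 CPM in cycling cells and 93.1 in the rest.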

At day 4 post immunization, primed OTI CD8 T cells dissociated into four major populations (clusters 0 and 2–4), with a slight increase in proliferative clusters (clusters 2–4) in CD11c-GSK-3β^−/−^ mice compared to WT mice (Figure 5D). 

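On day 4, cycling cells made up 38.8% (37.8% to 39.8%) of OTI cells from CD11c-GSK-3β-/- mice and 31.5% (30.5% to 32.5%) of OTI cells from WT mice. All 10 S phase genes and all 11 G2/M genes of the fixed lists were higher in OTI cells from CD11c-GSK-3β-/- mice, with median log2 ratios of 0.26 and 0.24, above all random lists. Cluster 0 was smaller there, at 39.2% against 46.3%.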

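On day 10, cluster 0 held 69.6% of OTI cells from CD11c-GSK-3β-/- mice and 79.4% of OTI cells from WT mice, and no other cluster came close to its size. Cluster 6, whose leading genes are the nuclear RNAs *Kcnq1ot1* and *Malat1* with *Slamf6*, a receptor of memory precursors, held 2.39% of OTI cells from CD11c-GSK-3β-/- mice and 0.275% of OTI cells from WT mice. Cluster 0 itself was rich in *Il7r*, the receptor chain for the survival cytokine IL-7, 2.51-fold above the other OTI cells of both days.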

By day 10, cluster 0 and cluster 1 became dominant, with the frequency of cluster 1 (effector memory precursors) in particular being significantly higher in CD11c-GSK-3β^−/−^ compared to WT mice (Figure 5D). At this time point, OTI cells from CD11c-GSK-3β^−/−^ mice also exhibited slightly higher proportions of proliferative clusters (clusters 2–4) and the rare B-T cluster (cluster 8) compared to OTI cells from WT mice (Figure 5D). On the other hand, OTI cells from CD11c-GSK-3β^−/−^ mice exhibited much lower percentages of memory CD8 T cells (cluster 5, 4.0% vs. 10.2%) and effector CD8 T cells (cluster 6, 3.2% vs. 6.2%), as well as a slight reduction in interferon-stimulated CD8 T cells (cluster 7) (Figure 5D). 

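Cycling cells made up 10.4% (9.70% to 11.1%) of OTI cells from CD11c-GSK-3β-/- mice and 7.04% (6.45% to 7.67%) of OTI cells from WT mice on day 10, and the G2/M list had a median of 0.33, led by *Cenpf* at 0.82 and *Cdkn3* at 0.47. The S phase list had 0.05. Cluster 8, which carries B cell genes with both days pooled, held 2.07% and 0.520%, and on day 4 1.34% and 2.37%. The B cell list did not rise with the share on day 10, at 12.1 CPM against 11.3 and a median log2 ratio of 0.10. Transcripts of splenic macrophages did differ on day 10. They were higher in OTI cells from CD11c-GSK-3β-/- mice, such as the scavenger receptor *Marco* (106 UMIs against 5) and *Cd5l* (216 against 38), and the macrophage list reached 249 CPM against 44.0.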

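Effector CD8-like cells were 4.19% (3.75% to 4.66%) of OTI cells from CD11c-GSK-3β-/- mice and 5.86% (5.31% to 6.43%) of OTI cells from WT mice on day 10. Memory CD8-like cells were 4.65% (4.19% to 5.14%) and 1.79% (1.49% to 2.13%), and interferon-stimulated CD8-like cells 6.72% (6.17% to 7.30%) and 5.09% (4.58% to 5.63%). The memory class, marked by transcription factors such as *Tcf7*, was split over cluster 5 (2.98% and 1.13%) and cluster 9 (1.67% and 0.665%). Its direction on day 10 depended on the clusters: the log2 ratio of shares was 1.38 here, but −0.22 at 1.5 times the resolution and −0.50 with each cell assigned by its highest marker list. At 1.5 times the resolution the class held 18.1% of OTI cells from CD11c-GSK-3β-/- mice and 21.1% of OTI cells from WT mice. Clusters left without a class held 74.1% and 80.2% of the cells, and the threshold that keeps them out was set after the clusters had been seen.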

Notably, the percentages of memory CD8 T cells (cluster 5) and effector CD8 T cells (cluster 6) were much higher in OTI cells from CD11c-GSK-3β^−/−^ mice than that of WT mice at day 4 after immunization (8.5% vs. 4.8% for cluster 5; 6.0% vs. 4.3% for cluster 6) (Figure 5D).

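On day 4, effector CD8-like cells were 1.68-fold more frequent among OTI cells from CD11c-GSK-3β-/- mice, at 6.67% (6.18% to 7.19%) against 3.98% (3.58% to 4.41%). Memory CD8-like cells were 5.55% (5.10% to 6.03%) and 5.40% (4.93% to 5.89%), and lay in different clusters, while the log2 ratio of their shares was −0.65 without integration, −0.33 without clusters and −0.26 at 1.5 times the resolution. Cluster 9, with *Klrd1* (CD94) and *Klrk1* (NKG2D) among its leading genes, held 204 OTI cells from CD11c-GSK-3β-/- mice and only 4 OTI cells from WT mice, while cluster 5 held 3.42% and 5.35%. Interferon-stimulated CD8-like cells were 5.63% (5.17% to 6.11%) and 7.03% (6.50% to 7.58%). When the libraries were clustered without integration, the log2 ratio of effector CD8-like shares was −0.29 in place of 0.75.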

Considering that OTI cells from CD11c-GSK-3β^−/−^ mice have only half of the cells in clusters 5 and 6 compared to that from WT mice at day 10 after immunization despite having more cells in clusters 5 and 6 at day 4 (Figure 5D), we focused on these clusters and visualized their top DEGs as violin plots. As shown in Figure 5E, cluster 6 exhibited high expression of *Cx3Cr1*, *Cxcr6*, *Gzma/b*, *Ccr2*, *Zeb2*, and *IFN*, mostly effector markers but some memory markers. 

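The chemokine receptor *Cx3cr1*, which marks cytotoxic effector cells, had 64.0 CPM in effector CD8-like cells and 4.73 in the other OTI cells. *Ccr2* had 140 and 10.7, *Cxcr6*, a receptor of tissue-homing T cells, 110.1 and 22.8, and *Zeb2*, a transcription factor of terminal effector cells, 66.0 and 12.4. Between the hosts, *Cxcr6* and *Ccr2* were higher in OTI cells from CD11c-GSK-3β-/- mice on day 4, with log2 ratios of 0.74 (95% interval 0.61 to 0.86) and 0.67 (95% interval 0.49 to 0.84) over all cells. On day 10 *Cx3cr1* was lower in OTI cells from CD11c-GSK-3β-/- mice, at −2.60 (95% interval −3.11 to −2.13), and so was *Zeb2*, at −0.62 (95% interval −0.86 to −0.39).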

For cluster 5, effector genes such as *Gzma/b*, *IFN*, and *Prf1* were down, but expression of memory markers was highest including *Tcf7*, *Il7r*, *Sell*, *Tox*, *Eomes*, *Tbx21*, and *Ctla4*. 

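Memory CD8-like cells had little of the granzymes, with 15.9 CPM of *Gzmb* against 139 in the other OTI cells, and under 10 of *Gzma* against 215. *Prf1* was at 19.4 against 26.4, and *Ifng*, at 239 against 298.5, was abundant in both. *Tcf7*, the transcription factor TCF-1 of memory precursors, was 1.39-fold higher in them, *Il7r* 1.42-fold, *Tox*, a regulator of persistence, 1.36-fold and the checkpoint *Ctla4* 1.27-fold. *Eomes* and *Tbx21*, T-box factors of effector and memory fate, both had 23.9 CPM, below the 27.1 and 34.9 of the other cells. Cluster 0, outside the class, had nearly as much *Tcf7* as it, at 273 against 295 CPM.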

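*Ccr7*, the receptor for lymphoid homing, and *Lef1*, a partner of TCF-1, were 1.58- and 1.29-fold higher in memory CD8-like cells than in the other OTI cells. *Tnf*, a cytokine of rapid recall, had 19.6 CPM in them and 24.1 in the others, with both days pooled. Its level depends on the day, since within the class it had 10.1 CPM in OTI cells from CD11c-GSK-3β-/- mice and 11.2 in OTI cells from WT mice on day 4, and 60.1 and 32.4 on day 10.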

Interestingly, cluster 5 cells also expressed high *Tnf*, *Ccr7*, and *Lef1*, suggesting that cluster 5 might represent memory cell populations that have retained effector characteristics [31,32]. Thus, a substantially reduced cluster 5 for OTI cells primed in CD11c-GSK-3β^−/−^ mice at day 10 likely led to a marked reduction in memory OTI cells, despite a higher number of cluster 6 effector OT1 cells at day 4 (Figure 5D), consistent with the observed augmented cross-priming but diminished memory responses (Figure 4). 

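Over all OTI cells, the transcripts of memory markers did not share a direction on day 10. *Tcf7* (on chromosome 11 of GRCm38 from 52252371 to 52283014) had a log2 ratio of −0.05 (95% interval −0.13 to 0.03) and *Il7r* of 0.12 (95% interval 0.02 to 0.22). *Lef1* was higher in OTI cells from CD11c-GSK-3β-/- mice, at 0.26 (95% interval 0.15 to 0.37), and *Ccr7* lower, at −0.25 (95% interval −0.38 to −0.13). *Tox*, *Eomes* and *Tbx21* had −0.24, −0.43 and −0.54. The memory CD8 list had a median of −0.02, at percentile 58.3 of the random lists, and on day 4 of −0.12, at percentile 0.0100. On day 4 *Ccr7* had −0.36.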

Further analysis of effector and memory scores confirmed this hypothesis. 

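On day 4 the mean effector score, made from 11 genes such as *Gzmb* and *Ccl5*, was −0.0445 (SD 0.307) in 8021 OTI cells from CD11c-GSK-3β-/- mice and −0.0723 (SD 0.267) in 7922 OTI cells from WT mice, a difference of 0.0277, with 1557 and 801 cells below 2000 UMIs left out. Without thinning the difference was 0.0343. *Gzmb* (on chromosome 14 of GRCm38 from 56258838 to 56262260) had the clearest ratio of the granzymes, with 7609 UMIs against 4193, a log2 ratio of 0.80 (95% interval 0.75 to 0.86), while *Gzma* had 0.32 (95% interval 0.27 to 0.36). The chemokine *Ccl5* had 0.26. *Ifng* was lower in OTI cells from CD11c-GSK-3β-/- mice, at −0.45 (95% interval −0.49 to −0.40), as was *Klrg1*, a marker of terminal effector cells, at −0.26. The effector CD8 list had a median of 0.26, above all random lists. Within effector CD8-like cells *Gzmb* had 0.33 and *Gzma* −0.09, so that the higher share of the class carries part of the difference.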

Consistent with increased effector T cell priming, OTI CD8 T cells in CD11c-GSK-3β^−/−^ mice had an overall higher effector score compared to OTI cells in WT mice at day 4 (Figure 5F,G). However, at day 10, the effector score of OTI cells in CD11c-GSK-3β^−/−^ mice became lower than that of OTI cells in WT mice (Figure 5F,G). Similarly, the memory score of OTI cells in CD11c-GSK-3β^−/−^ mice was slightly lower than that of OTI cells in WT mice (Supplemental Figure S5).

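On day 10 the difference was −0.0788, from 0.194 (SD 0.174) in 1132 OTI cells from CD11c-GSK-3β-/- mice and 0.273 (SD 0.221) in 4004 OTI cells from WT mice. Thinning left out 6654 and 2913 cells, most of those from CD11c-GSK-3β-/- mice, and without it the difference was −0.0401. *Gzma* (on chromosome 13 of GRCm38 from 113093825 to 113100981) was 16.2-fold lower, with 68 UMIs in OTI cells from CD11c-GSK-3β-/- mice and 1698 in OTI cells from WT mice, and *Gzmb* 3.30-fold lower, with 176 and 897. *Klrg1* had 14 UMIs against 156 and Fas ligand (*Fasl*) 39 against 198. *Cxcr6*, *Prf1* and *Ifng* were lower by less, at −0.94, −0.60 and −0.54, and *Ccr2* was equal, at −0.04. Within effector CD8-like cells *Gzma* had 5 UMIs against 940, a log2 ratio of −6.50 (−8.13 to −5.28), so that the difference is larger inside the class than over all cells. All 11 effector genes had ratios below 0, with a median of −0.62. The 2 libraries of that day also differ beyond effector genes, since all 16 heat shock genes were lower in OTI cells from CD11c-GSK-3β-/- mice and the lists of macrophage and of other myeloid and DC genes were higher, with medians of 2.54 and 2.15.

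**Figure D3:**
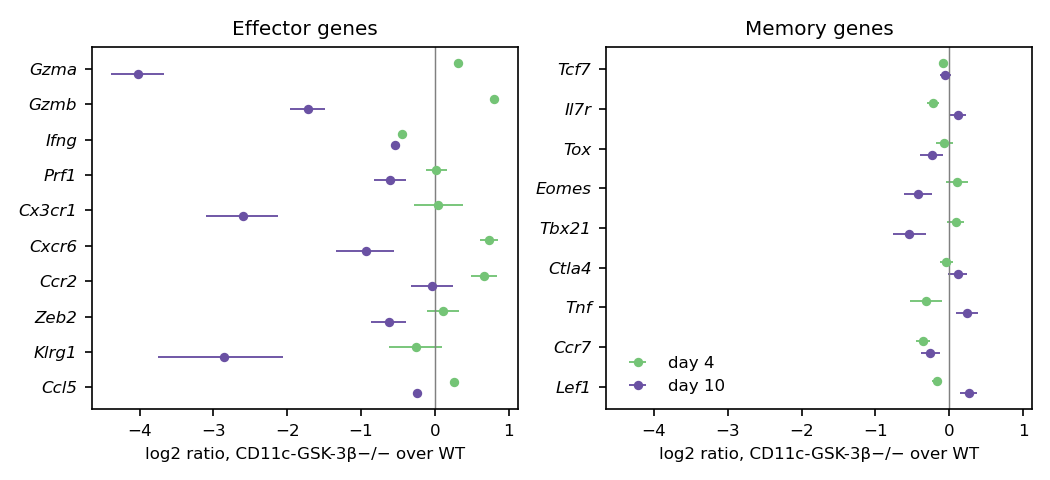
Log2 ratio of OTI cells from CD11c-GSK-3β-/- over WT mice (horizontal axis) for effector and memory genes (vertical axis), on day 4 (green) and day 10 (purple), with 1 library per group and day. Points are ratios of CPM and lines are exact 95% intervals for counting error only; *Gzma* lies at −4.01 on day 10.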

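The mean memory score, from genes such as *Tcf7*, *Il7r* and *Ccr7*, was lower in OTI cells from CD11c-GSK-3β-/- mice on day 4, at −0.111 (SD 0.212) against −0.0660 (SD 0.224), a difference of −0.0446. That difference was −0.0451 without thinning and −0.0229 with cells thinned to 500 UMIs. On day 10 the mean score was −0.0129 (SD 0.223) against 0.00388 (SD 0.234), a difference of −0.0167. The sign on day 10 depended on the thinning, which changes the depth of each cell and also which cells enter. The difference was 0.00600 without thinning and 0.00740 with cells thinned to 500 UMIs, which keeps more of the shallow cells. Depth and the choice of cells were not tested apart.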

Next, we performed a signaling pathway analysis against the MSigDB_Hallmark database on OTI cells primed in WT and CD11c-GSK-3β^−/−^ mice, focusing on the DEGs (*p* < 0.05) in OTI cells primed in CD11c-GSK-3β^−/−^ mice. As shown in Figure 5H, OTI cells primed in CD11c-GSK-3β^−/−^ mice exhibited both significantly upregulated and downregulated pathways at day 4 and day 10 (Figure 5H). 

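On day 4, 8 genes were at least 2-fold higher and 12 lower in OTI cells from CD11c-GSK-3β-/- mice, of 9880 with at least 100 UMIs. The higher ones included the neutrophil alarmins *S100a9*, with 276 UMIs against 0, and *S100a8*, and haemoglobin genes such as *Hbb-bs*, with 380 against 16, which are not T cell transcripts. Several of the lower ones were B cell genes, such as *Pax5* (−1.43) and *Cd79a* (−1.05), along with *Ccdc136* (−1.98) and the neuropeptide receptor chain *Ramp1* (−1.29). On day 10, 84 genes were higher and 47 lower, of 8278. Besides granzymes, the lower ones included the heat shock genes *Hspa1a* (373 UMIs against 8433) and *Hspb1* (−3.07), the interferon-induced *Ifitm1* (−3.39) and the histone *Hist1h2ap* (−2.28). The higher ones were led by the haemoglobin gene *Hbb-bt* (6.45) and included macrophage and plasma cell genes such as *Mrc1* (3.37), *Lgmn* (3.48) and *Jchain* (3.19). With both libraries given the same class shares, 7 genes were higher and 4 lower on day 4 and 84 and 52 on day 10, and with the same cluster shares 39 were higher and 55 lower on the latter day.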

Intriguingly, effector and memory function-related TNF-alpha signaling, IL-2/STAT5 Signaling, and IFN-gamma responses were all downregulated in OTI cells primed in CD11c-GSK-3β^−/−^ mice, suggesting that GSK-3β^−/−^ DCs likely interact with primed OTI CD8 T cells to regulate their effector and memory function. 

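The TNF and NF-κB response list was lower in OTI cells from CD11c-GSK-3β-/- mice on both days, with medians of −0.22 on day 4 and −0.33 on day 10, below all random lists. On day 4 it was led by *Nfkbia* (−0.68), the chemokines *Ccl3* and *Ccl4* (−0.51 and −0.51) and *Tnfaip3* (−0.43), which damps NF-κB, and on day 10 by *Irf1* (−0.71), *Sgk1* (−0.69) and *Icam1* (−0.60). The IL-2/STAT5 list had −0.04 at percentile 2.11 and −0.14 at percentile 3.10. On day 10 the transcription factors *Irf4* and *Prdm1* (Blimp-1) had −1.54 and −0.93 and the feedback inhibitor *Cish* −1.34, whereas on day 4 *Prdm1* and the IL-2 receptor chain *Il2ra* were higher, at 0.46 and 0.53. The interferon-γ response list had 0.02 at percentile 15.6 on day 4 and −0.13 at percentile 4.36 on day 10, when the GTPases *Igtp* and *Gbp6* had −0.72 and −0.71. Immediate early genes had −0.35 on day 4, with *Nr4a1* and *Egr1*, which report T cell receptor signals, at −0.63 and −0.62. Apoptosis regulators had −0.43 on day 10, below all random lists.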

Taken together, our scRNA-seq findings indicate that the deletion of GSK-3β in DCs negatively regulated the generation and/or maintenance of memory antigen-specific CD8 T cells, despite elevated effector function during priming.

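The transcripts of *Gzmb* and *Cxcr6* were higher on day 4 and lower on day 10 in OTI cells from CD11c-GSK-3β-/- mice, and those of *Tcf7* and *Il7r* differed little on either day, at −0.08 and −0.22 on day 4. From its scRNA-seq findings as a whole, the paper infers that deletion of GSK-3β in DCs works against the generation or upkeep of memory CD8 T cells despite stronger priming. With 1 library per group and day, differences between the mice sampled and differences due to the host genotype cannot be separated here.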

## 3. Discussion

Here, we reported that that the deletion of GSK-3β in DCs exerts opposite functions in regulating DC vaccine-induced cross-priming and memory responses of antigen-specific CD8 T cells, using a genetic approach to specifically delete GSK-3β in CD11c^+^ DCs compared to β-catenin activation.

GSK-3β phosphorylation targets β-catenin for ubiquitination and subsequent degradation. 

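*Ctnnb1*, the transcript of β-catenin (on chromosome 9 of GRCm38 from 120929216 to 120960507), had a log2 ratio of 0.04 (95% interval −0.08 to 0.16) in GSK-3β-/- DCs, with 1050 UMIs against 1195, and of 0.16 (95% interval 0.02 to 0.31) in β-catenin active DCs. In β-catenin active DCs the protein is stabilized by deletion of exon 3, from 120950522 to 120950749, whose phosphorylation sites mark it for degradation. The 3′ tags counted here lie outside that exon and show neither the deletion nor the level of the protein. *Gsk3b* itself (on chromosome 16 of GRCm38 from 38089001 to 38246084) had −0.42 (95% interval −0.49 to −0.34) in GSK-3β-/- DCs and −0.09 in β-catenin active DCs, which need not measure the knockout, since the paper does not say which exon is deleted. *Gsk3a*, the paralog that can also phosphorylate β-catenin, had −0.34 (95% interval −0.47 to −0.21) and 0.21 (95% interval 0.07 to 0.35).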

Unexpectedly, the deletion of GSK-3β in DCs (GSK-3β^−/−^ DCs) did not lead to augmented β-catenin expression and differed in transcriptional regulation from that of activation of β-catenin in DCs, suggesting that GSK-3β exerts its function in DCs independent of β-catenin. Indeed, CD11c-GSK-3β^−/−^ mice exhibited significantly augmented cross-priming and antitumor immunity, phenotypes opposite to those observed with β-catenin active mice (CD11c-β-catenin^active^ mice). However, despite augmented cross-priming, memory CD8 T cell responses are completely abolished in CD11c-GSK-3β^−/−^ mice upon DC-targeted vaccination, suggesting that GSK-3β in DCs also plays a positive role in regulating memory CD8 T cell differentiation and/or maintenance. Further scRNA-seq analysis reveals that CD11c-GSK-3β^−/−^ mice positively regulated transcriptional programs for effector differentiation and function of primed antigen-specific CD8 T cells at day 4 following immunization. However, by day 10, these mice exhibited a substantial loss of populations with memory gene signatures, consistent with diminished memory responses. Thus, our data have demonstrated that GSK-3β plays opposite functions in DCs regulating cross-priming and memory CD8 T cell responses, and GSK-3β exerts its functions independently of β-catenin.

GSK-3, comprising two highly homologous isoforms, GSK-3α and GSK-3β, was initially identified as a regulator of glycogen metabolism [33]. Recent studies have uncovered a broader role for GSK-3, particularly GSK-3β, in regulating innate and adaptive immune responses [34]. In DCs, GSK-3β plays a critical role in determining cytokine production such as IL-10 during inflammation, and regulates DC activation and differentiation [15,35,36]. The inhibition of GSK-3β, often achieved through small molecule inhibitors or RNAi, has been shown to regulate DC differentiation, maturation [12,37], and to mediate CCR7-dependent stimulation of survival [13]. As GSK-3-mediated phosphorylation of β-catenin leads to its degradation, it is not surprising that upregulated/activated β-catenin often accompanies the inhibition of GSK-3 [12,14,15]. However, whether β-catenin activation mediates the effects of GSK-3β remains unclear.

To determine whether the deletion (inhibition) of GSK-3β in DCs regulates DC function through β-catenin, we employed a genetic approach to specifically delete GSK-3β in CD11c^+^ DCs using CD11c-GSK-3β^−/−^ mice. Unexpectedly, the deletion of GSK-3β did not lead to β-catenin upregulation in DCs, as confirmed by both Western blot and flow cytometry (Figure 3). Furthermore, scRNA-seq data revealed substantial differences in gene expression patterns between GSK-3β^−/−^ DCs and β-catenin^active^ DCs, with minimally overlapping DEGs (Figure 2), suggesting that GSK-3β deletion does not result in upregulation of β-catenin at the protein or transcriptional levels. Thus, our finding that the deletion of GSK-3β in DCs does not lead to β-catenin upregulation is different from previous studies implicating that the inhibition of GSK-3β upregulates β-catenin in DCs [12,14,15]. 

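The genes of the complex that degrades β-catenin, listed together with *Ctnnb1*, *Gsk3b* and *Gsk3a*, differed little from WT in either line. All 9 genes of the list lay within 2-fold of WT in GSK-3β-/- DCs, with a median log2 ratio of 0.04, that of *Ctnnb1* itself, at percentile 66.8 of the random lists, and all of them did in β-catenin active DCs, with 0.11. *Ctnna1*, which ties β-catenin to actin, had in β-catenin active DCs 0.35 and *Fbxw11*, a subunit of the ubiquitin ligase, −0.31.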

One possible explanation for this discrepancy is that different approaches are used to inhibit/delete GSK-3β: while our genetic approach specifically deletes GSK-3β without affecting other closely related kinases, including GSK-3α (Figure 3), these studies use GSK-3 inhibitors, which block GSK-3α and other related kinases in addition to GSK-3β, suggesting that the inhibition of GSK-3α and other related kinases might account for the observed upregulation of β-catenin.

Further supporting the notion that the deletion of GSK-3β does not upregulate β-catenin in DCs, we also find that CD11c-GSK-3β^−/−^ mice exhibit enhanced antitumor immunity (Figure 1), and upon DC vaccination, augmented cross-priming of antigen-specific CD8 T cells (Figure 4), phenotypes opposite to diminished cross-priming and antitumor immunity of CD11c-β-catenin^active^ mice [3]. Our findings align with a previous report that the inhibition of GSK-3β in DCs improved DC vaccine efficacy [15]. However, it is worth noting that a recent study with human DCs has demonstrated that constitutively active GSK-3 enhances DC function in tumor microenvironment [16], suggesting that GSK-3 in DCs might play either a positive or a negative role in regulating antitumor immunity. Indeed, despite augmented cross-priming, memory CD8 T cell responses were completely lost in CD11c-GSK-3β^−/−^ mice after recall at 21 days post DC vaccination (Figure 4), suggesting that GSK-3β in DCs likely plays an additional role in positively regulating DC vaccine-induced CD8 T cell responses. The phenotype of augmented cross-priming but diminished memory responses of antigen-specific CD8 T cells by CD11c-GSK-3β^−/−^ mice is similar to the phenotype of CD11c-β-catenin^−/−^ mice [4]. In CD11c-β-catenin^−/−^ mice, we have shown that β-catenin exerts both positive and negative regulation on vaccine-induced CD8 T cell responses through IL-10, as the activation of β-catenin in DCs led to upregulated IL-10 production [4]. GSK-3 in DCs has also been implicated in regulating IL-10, although studies have shown that the inhibition of GSK-3 in DCs led to increased IL-10 production [16,36,37,38,39,40], suggesting that GSK-3β unlikely achieves its opposite functions in cross-priming and memory responses through IL-10.

To understand how GSK-3β in DCs exerts opposite functions in cross-priming and memory responses of antigen-specific CD8 T cells, we performed scRNA-seq on primed OTI cells from WT and CD11c-GSK-3β^−/−^ mice on days 4 and 10 after immunization. The scRNA-seq data revealed nine distinct clusters with varied expression of effector and memory markers, confirming the heterogeneity of tumor antigen-specific CD8 T cell responses after DC vaccination [31,32]. Consistent with augmented cross-priming, OTI CD8 T cells in CD11c-GSK-3β^−/−^ mice exhibited an overall higher effector index score compared to OTI cells in WT mice at day 4 (Figure 5). However, by day 10, these OTI cells exhibited a lower effector index score as well as memory index score than OTI cells in WT mice (Figure 5 and Figure S5), suggesting that primed OTI cells from CD11c-GSK-3β^−/−^ mice could not maintain the function of effector/memory CD8 T cells. More strikingly, cluster 5, the memory cell population with highest expression of memory gene markers, was substantially reduced in CD11c-GSK-3β^−/−^ mice at day 10 (Figure 5). The substantial loss of memory CD8 T cell population at day 10 after immunization suggests that the differentiation into and/or maintenance of memory cells from primed CD8 T cells are impaired in CD11c-GSK-3β^−/−^ mice. Thus, our scRNA-seq analysis indicates that the deletion of GSK-3β in DCs leads to not only the reduction in memory CD8 T cell population, but also the function of memory cells. Supporting this notion, we have observed that memory CD8 T cells were almost completely lost at 21 days post immunization, as memory responses in CD11c-GSK-3β^−/−^ mice were abrogated after recall at day 21 (Figure 4). Future studies are warranted to elucidate the mechanisms contributing to the loss of memory CD8 T cells in CD11c-GSK-3β^−/−^ mice.

How does the deletion of GSK-3β in DCs exert opposite function in cross-priming and memory responses of antigen-specific CD8 T cells? We performed signaling pathway analysis on DEGs identified by scRNA-seq data. Interestingly, effector and memory function-related TNF-alpha signaling, IL-2/STAT5 Signaling, and IFN-gamma responses were all downregulated in OTI cells primed in CD11c-GSK-3β^−/−^ mice, suggesting that GSK-3β^−/−^ DCs might interact with antigen-specific OTI CD8 T cells to regulate their effector and memory function through these pathways. Future studies are warranted to further elucidate how individual pathways are employed by GSK-3β to exert its functions on CD8 T cells. Taken together, our data support a model in which the deletion of GSK-3β in DCs regulates transcriptional programs in primed antigen-specific CD8 T cells to augment their effector differentiation and function during the priming phase (at day 4) but impair the generation and/or maintenance of memory CD8 T cells, resulting in diminished memory responses (Figure 6).

GSK-3 inhibitors have emerged as promising agents in cancer immunotherapy due to their ability to modulate immune responses [8,10,11], particularly by suppressing the function of immune cells such as dendritic cells (DCs) and T cells. Recent studies have shown that GSK-3β upregulates the expression of inhibitory receptors LAG-3 and PD-1 in T cells [41], highlighting its potential as a therapeutic target in cancer immunotherapy. However, the regulation of these immune checkpoint molecules appears to be cell-type-specific, as Lag-3 expression was not affected in GSK-3β^−/−^ DCs (Supplemental Figure S1). 

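*Lag3* (on chromosome 6 of GRCm38 from 124904361 to 124911705) had 2817 UMIs in GSK-3β-/- DCs and 1750 in GSK-3β WT DCs, a log2 ratio of 0.91 (95% interval 0.82 to 1.00), and −0.02 in β-catenin active DCs. pDC-like cells held most of the transcript in GSK-3β-/- DCs, and within them the ratio was 0.17 (0.06 to 0.29). It was 0.72 (0.52 to 0.93) in MoDC-like, 0.56 (0.28 to 0.83) in cDC2-like and 1.39 (0.77 to 2.03) in migratory DC-like cells. The pDC-like cells of β-catenin active DCs had −0.15 and cDC2-like cells −0.28.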

While the inhibition of GSK-3β has been demonstrated to improve the efficacy of DC vaccines [15], GSK-3β can also play a positive role in boosting antitumor efficacy of DC vaccines [16].

In this report, we showed that the deletion of GSK-3β in DCs led to enhanced antitumor immunity, and augmented DC vaccine-induced cross-priming, supporting the antitumor effects of GSK-3β inhibition. Despite enhanced cross-priming of antigen-specific CD8 T cells upon DC-targeted vaccination, however, memory CD8 T cells were completely lost in CD11c-GSK-3β^−/−^ mice, suggesting that GSK-3β inhibition may ultimately suppress durable antitumor CD8 T cell immunity essential for long-term tumor control. These findings highlight the importance of considering GSK-3β ‘s dual role in CD8 T cell responses when targeting GSK-3 in cancer immunotherapies. For combination therapies with DC vaccines, our data suggest that GSK-3 inhibitors may achieve better antitumor efficacy if applied selectively during the priming phase.

## 4. Conclusions

Here, we report that the deletion of GSK-3β in DCs does not upregulate β-catenin expression and induces a unique gene expression pattern. Notably, CD11c-GSK-3β^−/−^ mice display significantly enhanced cross-priming and antitumor immunity, but completely abrogated memory CD8 T cell responses following DC-targeted vaccination. Further scRNA-seq analysis revealed that the deletion of GSK-3β in DCs positively regulated transcriptional programs for effector differentiation and function of primed antigen-specific CD8 T cells, but negatively regulated the generation and/or maintenance of memory CD8 T cells. Thus, our data suggest that GSK-3β deletion in DCs plays opposing roles in cross-priming and memory CD8 T cell responses, likely independent of β-catenin. These findings underscore the need to consider GSK-3β’s dual role in CD8 T cell responses when targeting GSK-3 in cancer immunotherapies.

## 5. Methods

Mice and treatment. CD11c-GSK-3β^−/−^ (CD11c-Cre^+^ GSK-3β^Flox/Flox^) mice were generated by crossing GSK-3β^Flox/Flox^ with CD11c-Cre transgenic mice, which were generously provided by Dr. J. R. Woodgett (Ontario Cancer Institute, Toronto, Canada). CD11c-β-catenin^active^ (CD11c-Cre^+^β-catenin^Exon3/Exon3^) and CD11c-β-catenin^−/−^ (CD11c-Cre^+^β-catenin^Flox/Flox^) mice were generated and maintained as previously described [3,4]. CD8 TCR transgenic Thy1.1^+^ Rag1^−/−^ OTI mice have been backcrossed >20 generations [42]. C57BL/6 mice were purchased from Charles River. Primary and recalled memory responses were examined as previously described [3]. For DC-targeted vaccinations, mice were injected intravenously (i.v.) with 10 mg of anti-DEC-205-OVA, with CpG (100 mg) subcutaneously (s.c) as adjuvant. All procedures on animals followed protocols approved by the Institutional Animal Care and Use Committee at Henry Ford Health.

Antibodies and reagents. Anti-Thy1.1 magnetic microbeads were obtained from Miltenyi Biotec (Auburn, CA, USA). Antibodies to Thy1.1, TCR Vα_2_, Vβ_5.1/5.2_, CD8α, Siglec-H, Bst-2, CD11b, CD62L, CD44, CD11c, MHC class II I-A^b^, MHC class I H-2K^b^, CTLA-4, Tim-3, PD-L1, PD-L2, Lag-3, PD-1, CCR7, IFN-γ, TNF-α, IL-2, and Granzyme B were purchased from Biolegend Inc. (San Diego, CA, USA). Staining for surface and intracellular antigen expression was performed as previously described [1]. In brief, cells from spleen or pooled draining LN were stimulated for 5 h in vitro with OTI_257–264_ peptide (4 μg/mL, AnaSpec, Fremont, CA, USA) in the presence of Brefeldin A (BFA, 5 μg/mL, Biolegend) and stained for cell surface protein expression followed by fixation and permeabilization, and staining for intracytoplasmic staining antigens such as TNF-αOTI CD8 T cells were labeled with 5-(6)-carboxyfluorescein diacetate succinimidyl diester (CFSE), following flow cytometry for purity check before transfer. We used a Celesta™ (BD Biosciences, Franklin Lakes, NJ, USA) or NovoCyte Quanteon (Agilent Technology, Santa Clara, CA, USA), and data were analyzed using the FlowJo^®^ 10.10 software (Tree Star, Ashland, OR, USA).

In vivo cross-priming assays. In vivo cross-priming assays were carried out as we have reported previously [3]. Briefly, 0.5–1 × 10^6^ CFSE-labeled naïve OTI Thy1.1^+^ CD8^+^ T cells were injected i.v. by tail vein in 200 μL PBS, at −1, 0, or 1 days after immunization with anti-DEC-205-OVA plus adjuvant, followed by in vitro restimulation and subsequent analysis by flow cytometry.

scRNA-seq of splenic DCs and primed OTI CD8 T cells. For splenic DCs, spleen cells were stained with DC markers (CD11c, Siglec-H, Bst2, MHCII), and both CD11c^high^Bst2^−^ cDCs and CD11c^intermediate^Bst2^+^ pDCs were sorted. For isolation of adoptively transferred OTI Thy1.1 CD8^+^ T cells, spleen cells from immunized mice were first enriched with anti-Thy1.1 magnetic microbeads and sorted. scRNA-seq libraries on sorted cells were generated using the 10X Genomics Chromium Single Cell 3′ Reagent Kit (v2 Chemistry) and Chromium Single Cell Controller as described in our previous published study [43]. Briefly, sorted cells were loaded into each reaction for gel bead-in-emulsion (GEM) generation and cell barcoding. Reverse transcription (53 °C for 45 min, 85 °C for 5 min, and a 4 °C hold) of the GEM (GEM-RT) was performed, with a Veriti™ 96-Well Fast Thermal Cycler (Applied Biosystems, Waltham, MA, USA). cDNA amplification was performed after GEM-RT cleanup with Dynabeads MyOne Silane (Thermo Fisher Scientific, Waltham, MA, USA) with the following program: 98 °C for 3 min, 98 °C for 15 s, 67 °C for 20 s, 72 °C for 1 min, then a 12 cycle repeat at 72 °C for 1 min followed by a 4 °C hold. Amplified cDNA was cleaned up with SPRIselect Reagent Kit (Beckman Coulter, Brea, CA, USA) that was followed by a library construction procedure, including fragmentation, end repair, adapter ligation, and library amplification. Library quality control was carried out with an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Libraries were sequenced on an Illumina HiSeq4000 (Illumina, San Diego, CA, USA) using a paired-end flow cell: Read 1, 26 cycles; i7 index, 8 cycles; Read 2, 98 cycles.

Data analysis for scRNA-seq. Sequenced reads from scRNAseq libraries were demultiplexed, aligned to the mm10 mouse reference, barcode processed, and Unique Molecular Identifier (UMI) counted using the 10X Genomics Cell Ranger (v2.0.1) pipeline [44], as described previously [45]. The R Seurat package (Version 5.0) [46,47] was utilized to analyze the datasets. Combined samples were analyzed with principle component analysis (PCA). Quality control metrics employed are as follows. We employed two strategies to identify potential doublets. Firstly, cells expressing both X and Y chromosome genes (Kdm5d, Eif2s3y, Gm29650, Uty, and Ddx3y) were excluded from the dataset. Secondly, we excluded cells expressing uncharacteristically high numbers of genes (>4000), as well as low-quality cells based on a low number of genes detected (<300) and/or having high mitochondrial genetic content (>5%). Additionally, uninteresting sources of variation within the data were removed. Genes removed include ribosomal structural proteins (as identified by gene ontology term GO:0003735 and the Ribosomal Protein Gene (RPG) database [48]), noncoding rRNAs, Hbb, and genes not expressed in ≥3 cells.

We employed a global-scaling normalization method “LogNormalize” in Seurat to normalize gene expression measurements of each cell by the total expression, multiplied by a factor of 10,000, followed by log-transformation. Highly variable genes in each data analysis were identified, and the intersecting top 1000 genes of each dataset were used for clustering and subsequent downstream analyses. The number of principal components (PCs) used for cell clustering was determined by the Jackstraw method, and the number of canonical correlation components (CCs) used was determined by manual inspection of scree plots. After identifying the number of PCs and CCs to be included for downstream analyses (first 30 PCs), a graph-based clustering approach implemented in Seurat was used to iteratively cluster cells into groups, based on similarities of those components among cells. The uniform manifold approximation and projection (UMAP) method was utilized to visualize resulting clusters. The FindAllMarkers (Version 5) function in Seurat was then used to identify DEGs between clusters with a Bonferroni adjustment of *p* value < 0.05 as a statistical significance threshold. DEGs of two groups were identified with fold change greater than 1.2, with an adjusted *p* value less than 0.05, and Gene Set Enrichment Analysis (GSEA) using Python was used for signaling pathways analysis.

Tumor cell lines and treatment of tumor-bearing mice. B16F10 melanoma cells were inoculated by s.c. injection. Tumors were measured every other day after they become palpable (about 3–5 days), and tumor sizes were calculated as (0.5 × short length × long length^2^). For treatments, tumor-bearing mice were treated when the tumor was about 3 mm–6 mm at about 4–7 days after inoculation. Increased tumor volume was calculated as tumor volume on the day of measurement minus the tumor volume at the time of immunization. Mice were euthanized when tumors exceeded 20 mm in any one dimension or when signs of illness were observed.

Statistical analysis. The statistical significance was evaluated with Excel or GraphPad Prism 9 using a two-tailed unpaired Student’s *t*-test and a linear mixed model with ANOVA for tumor growth. *p* values less than 0.05 were considered significant.

## Figures and Tables

**Figure 1:**
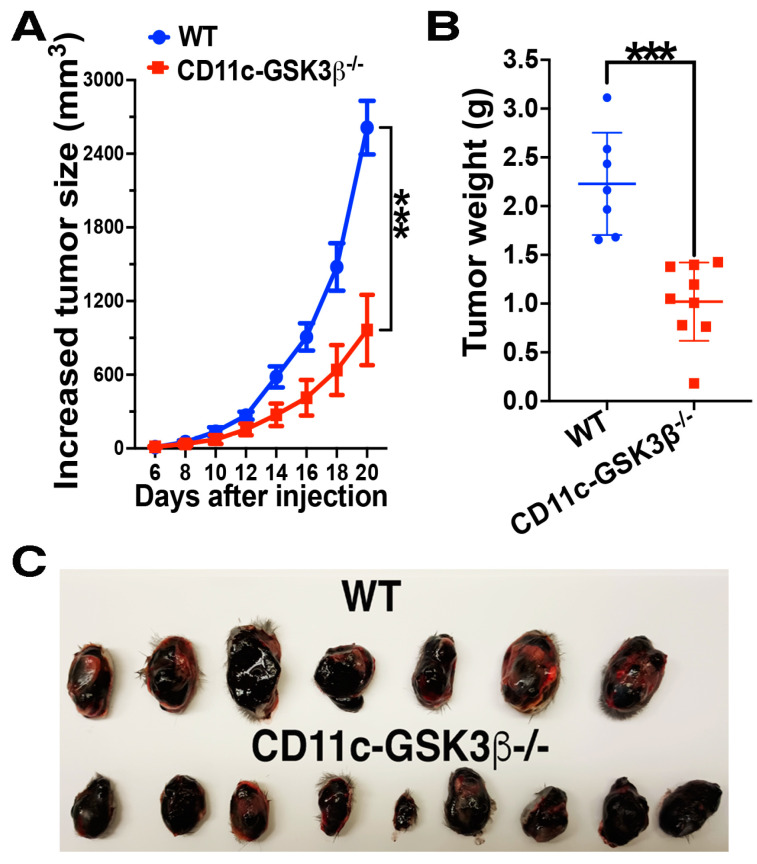
Deletion of GSK-3β in DCs led to augmented antitumor immunity in CD11c-GSK-3β^−/−^ mice. WT and CD11c-GSK-3β^−/−^ mice (*n* = 7–9) were inoculated with B16F10 melanoma cells, and tumor sizes were monitored. (**A**,**B**) CD11c-GSK-3β^−/−^ mice exhibited reduced tumor growth compared to WT mice. Tumor sizes from the day of treatment are shown in (**A**) and tumor weights at the end of the experiment (day 20) are shown in (**B**). A linear mixed model (Lme4) was fitted to the data in (**A**), and ANOVA for the fitted linear mixed model was then performed to determine the difference between groups. Student’s *t*-tests were used for (**B**). *** *p* < 0.001. (**C**) Photo of the tumors at the day 20 after tumor inoculation. Data are representative of two experiments.

**Figure 2:**
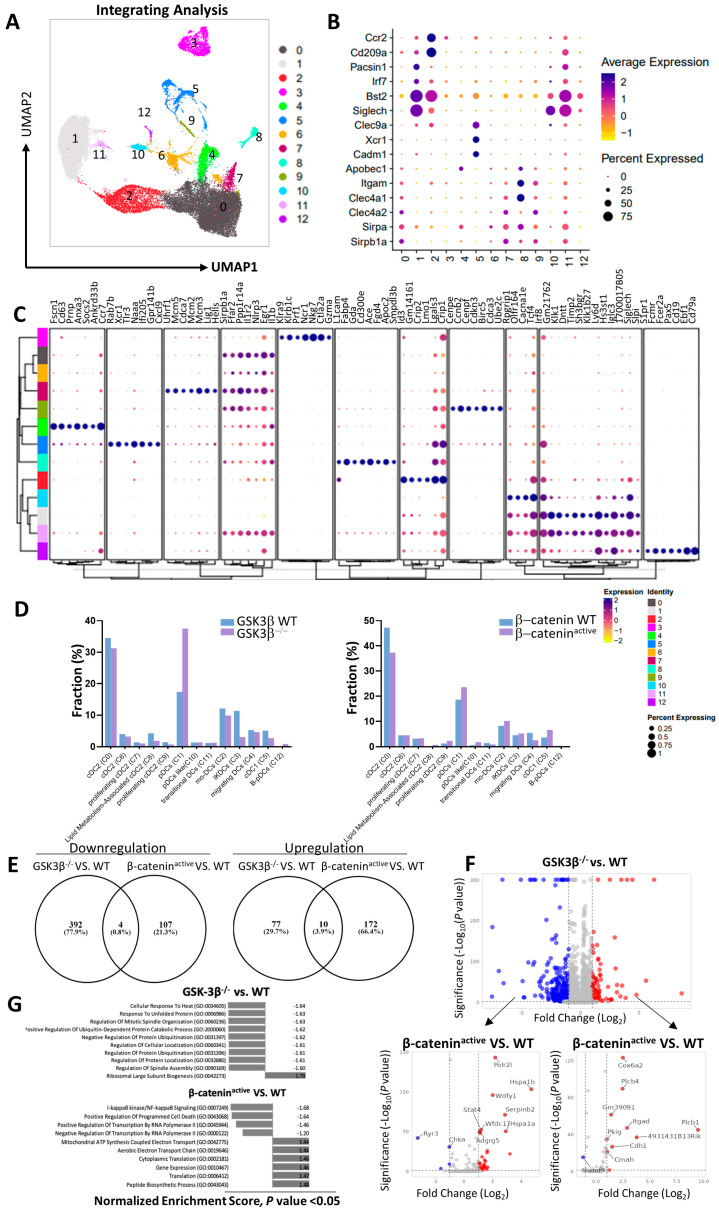
GSK-3β^−/−^ DCs exhibited different expression profiles from β-catenin^active^ DCs by scRNA-seq. DCs sorted from spleens of WT (GSK-3β^Flox/Flox^) and CD11c-GSK-3β^−/−^ mice, or from WT (β-catenin ^Exon3/Exon3^) and CD11c-β-catenin^active^ (CD11c-Cre β-catenin^Exon3/Exon3^), were subjected to scRNA-seq as described. (**A**) Uniform manifold approximation and projection (UMAP) dimensionality reduction mapping analysis of single-cell gene expression of integrated WT (GSK-3β^Flox/Flox^) and GSK-3β^−/−^ DCs, and WT (β-catenin^Exon3/Exon3^) and β-catenin^active^ DCs. Each dot represents one single cell. A total of 13 clusters were identified and color-coded as indicated. (**B**) Bubble plots showing the expression of key markers for pDC, cDC1, cDC2, and MoDCs cells among 13 UMAP clusters. The sizes of dots represent the percentages expressed; the color of dot represents the average expression. (**C**) Bubble plots depicting expression of top DEGs for UMAP clusters shown in (**A**). (**D**) Distribution of cells from WT/GSK-3β^Flox/Flox^ and GSK-3β^−/−^ (left), or WT/β-catenin^Exon3/Exon3^ and β-catenin^active^ DCs (right) within each of the 13 clusters as depicted in (**A**). (**E**) Venn plot showing the overlap of downregulated DEGs (left) and upregulated DEGs (right) in GSK-3β^−/−^ DCs versus WT/GSK-3β^Flox/Flox^ DCs (GSK-3β^−/−^ vs. WT), and β-catenin^active^ and WT/β-catenin^Exon3/Exon3^ DCs (β-catenin^active^ vs. WT). (**F**) Volcano plot visualizing expression of DEGs in GSK-3β^−/−^ and WT/GSK-3β^Flox/Flox^ DCs, and their expression pattern in β-catenin^active^ and WT/β-catenin^Exon3/Exon3^ DCs. DEGs in GSK-3β^−/−^ DCs versus WT/GSK-3β^Flox/Flox^ DCs are shown in volcano plot (upper), and expression of downregulated DEGs (lower left) and upregulated DEGs (lower right) in β-catenin^active^ and WT/β-catenin^Exon3/Exon3^ DCs are analyzed and shown in volcano plots. (**G**) GO enrichment analysis identifies top regulated biological process pathways in in GSK-3β^−/−^ DCs vs. WT/GSK-3β^Flox/Flox^ DCs (upper), and β-catenin^active^ vs. WT/β-catenin^Exon3/Exon3^ DCs (lower).

**Figure 3:**
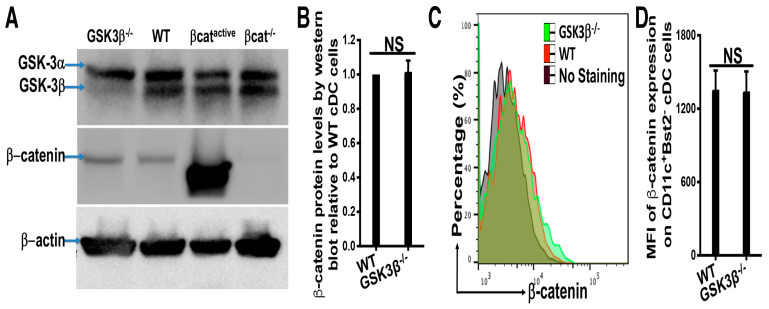
Deletion of GSK-3β in DCs does not upregulate β-catenin. (**A**,**B**) GSK-3β^−/−^ cDCs express similar levels of β-catenin to WT cDCs. WT and GSK-3β^−/−^ splenic cDCs were isolated and subjected to Western blot. (**A**) Expression of GSK-3α/β, β-catenin, and β-actin by Western blotting is shown. One of three experiments is shown. (**B**) Statistical analysis of β-catenin expression is shown. The relative expression of β-catenin Western blot intensity relative to that of b-actin loading control was calculated, and the ratios for WT cDCs for each experiment were set at 1.0. (**C**,**D**) Deletion of GSK-3β in DCs does not upregulate β-catenin. Histogram overlay of β-catenin expression (**C**) and mean fluorescence intensity (MFI) of β-catenin expression (**D**) on gated CD11c^+^Bst2^−^ cDCs are shown. Student’s *t*-test, and NS > 0.05. Data shown are representative of at least three experiments.

**Figure 4:**
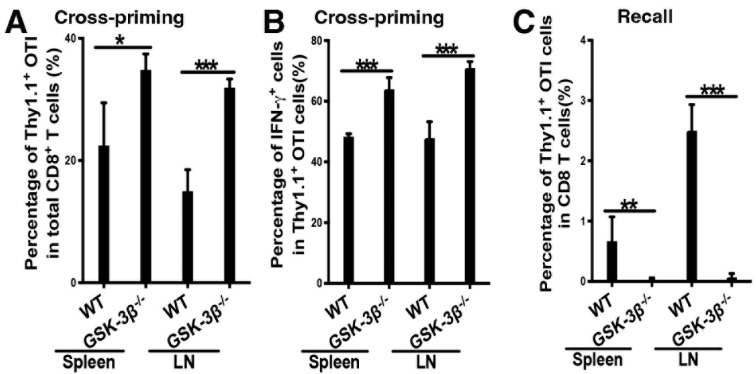
Deletion of GSK-3β in DCs abrogated memory CD8 T cell responses despite augmented cross-priming. (**A**,**B**) Deletion of GSK-3β in DCs led to significantly augmented cross-priming. WT and DC-GSK-3β^−/−^ mice (*n* = 4) were immunized with anti-DEC-205-OVA with CpG following adoptive transfer of naïve CFSE-labeled Thy1.1^+^ OTI cells, and cross-priming was examined at day 4 after immunization. (**A**) The percentages of Thy1.1^+^ OTI cells out of total CD8 T cells, and (**B**) the percentages of IFN-γ^+^ cells out of total Thy1.1^+^CD8^+^ OTI cells in both spleen and draining LN are shown. (**C**) CD8 memory responses were abrogated in CD11c-GSK-3β^−/−^ mice upon recall. Immunized WT and CD11c-GSK-3β^−/−^ mice (*n* = 4–5) were recalled at day 21 and examined 5 days later. The percentages of Thy1.1^+^ OTI cells out of total CD8 T cells are shown. Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. Data shown are representative of at least two experiments.

**Figure 5:**
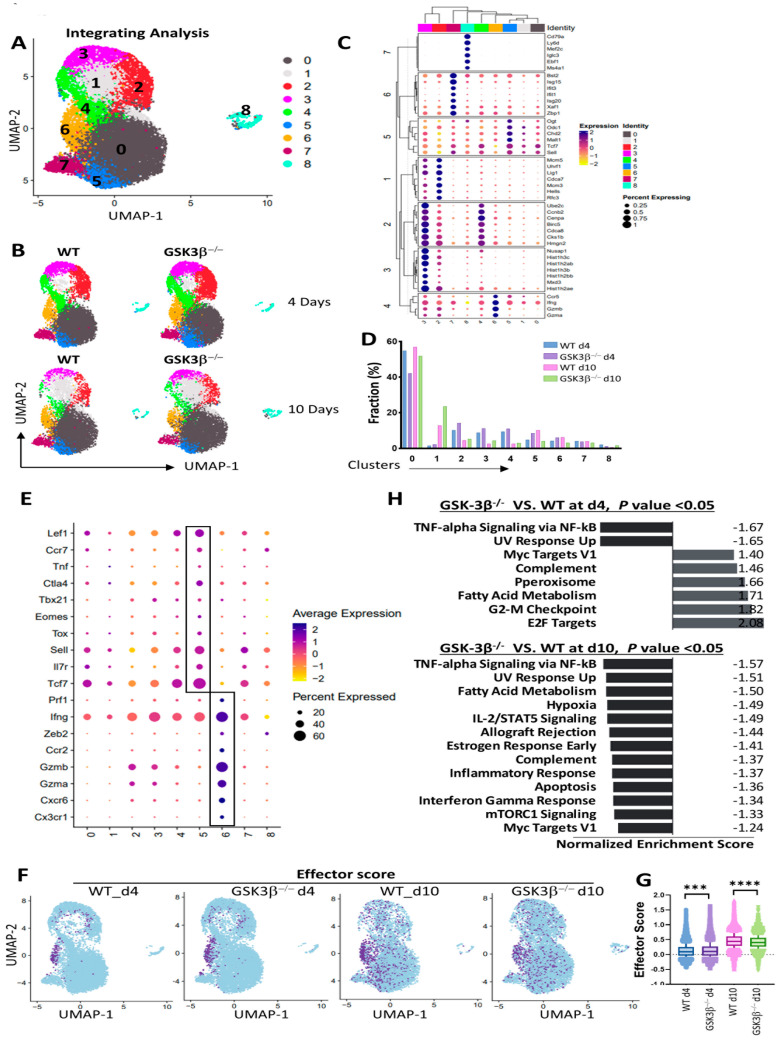
scRNA-seq of OVA-specific CD8 T cells identifies distinct populations and reveals differences between CD8 T cells primed in WT and CD11c-GSK-3β^−/−^ mice. WT and CD11c-GSK-3β^−/−^ mice adoptively transferred Thy1.1^+^ OTI CD8 T cells were immunized with anti-DEC-205-OVA plus CpG. Spleen cells were harvested at day 4 or day 10 after immunization, and FACS-sorted OTI cells were subjected to scRNA-seq as described. (**A**,**B**) UMAP-dimensionality reduction mapping analysis of single-cell gene expression data of OTI cells isolated 4 or 10 days following vaccination with ant-DEC-205-OVA. Each dot represents one single cell. A total of 9 clusters were identified and color-coded as indicated. UMAP visualization of single cells from combined OTI cells (**A**), or OT1 cells from WT or CD11c-GSK-3β^−/−^ mice at day 4 and day 10 (**B**) are shown. (**C**) Bubble plots depicting expression of top DEGs for UMAP clusters shown in (**A**). (**D**) Distribution of OTI cells from either WT or CD11c-GSK-3β^−/−^ mice at day 4 or day 10 within each of the 9 clusters as depicted in (**A**). (**E**) Bubble plots showing the key signatures for CD8 T cells effector and memory phenotype. (**F**) Expression of effector markers among the UMAP clusters. Gradient expression levels are color-coded as indicated. (**G**) Violin plot depicting the module score of gene sets associated with effector on OTI cells from either WT or CD11c-GSK-3β^−/−^ mice at day 4 or day 10. *** *p* < 0.001 and **** *p* < 0.0001 (**H**) Signaling pathways that are significantly downregulated or upregulated in OTI cells primed in CD11c-GSK-3β^−/−^ mice compared to OTI cells from WT mice at day 4 and day 10.

**Figure 6:**
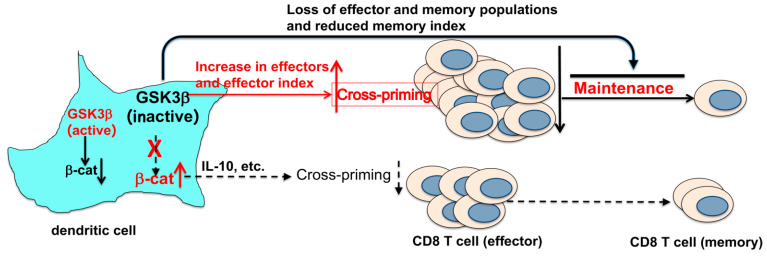
Schematic representation of GSK-3β’s dual roles in regulating CD8 T cell responses. Inhibition of GSK-3β is generally believed to upregulate β-catenin, leading to increased IL-10 production, which suppresses cross-priming and reduces memory CD8 T cell responses. However, our studies demonstrate that genetic deletion of GSK-3β in CD11c^+^ DCs does not result in β-catenin accumulation (activation). Instead, the deletion of GSK-3β in DCs enhances cross-priming of CD8 T cells, as indicated by an increase in effector cells and a higher effector index, based on scRNA-seq analysis. Despite this enhanced cross-priming, memory CD8 T cells are nearly abrogated in CD11c-GSK-3β^−/−^ mice, likely due to a significant loss of both effector and memory CD8 T cell populations. Collectively, these findings reveal novel mechanisms by which GSK-3β exerts opposing effects on CD8 T cell responses.

## Data Availability

The data that support the findings of this study are included in this manuscript and/or are available upon request by qualified researchers from the corresponding authors. scRNA-seq data have been deposited in GEO (accession number276602).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vaccines12091037/s1, Figure S1: GSK-3β^−/−^ and β-catenin^active^ DCs exhibit different expression pattern of immune checkpoint molecules Tim-3, Lag-3, PD-L1, and PD-L2; Figure S2: Gating strategy for splenic DCs; Figure S3: The effects of deletion of GSK-3β on expression of inhibitory molecules Tim-3, PD-L1, PD-L2, and Lag3 in splenic cDC1s; Figure S4: CD11c-GSK-3β^−/−^ mice exhibit increased polyfunctional effectors following DC-targeted vaccination; Figure S5: OTI CD8 T cells primed in CD11c-GSK-3β^−/−^ mice exhibit reduced memory score.

# Supplementary material for: GSK-3β in Dendritic Cells Exerts Opposite Functions in Regulating Cross-Priming and Memory CD8 T Cell Responses Independent of β-Catenin
**Source:** Vaccines (Basel). 2024 Sep 10;12(9):1037. doi: 10.3390/vaccines12091037
**Supplement:** Supplementary file 1

## Supplemental Figures

### Supplemental Figure S1

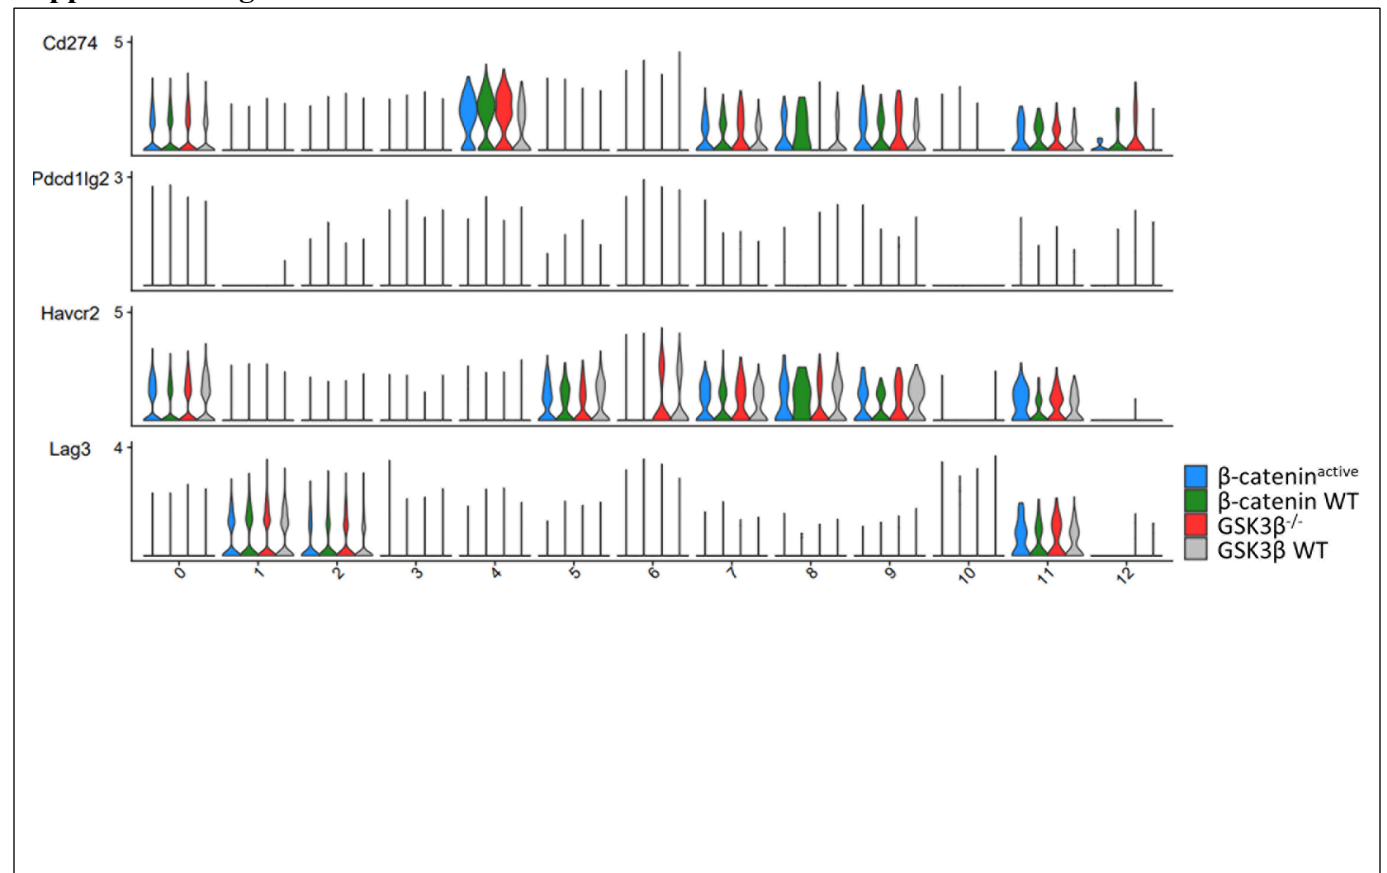

Supplemental Figure S2

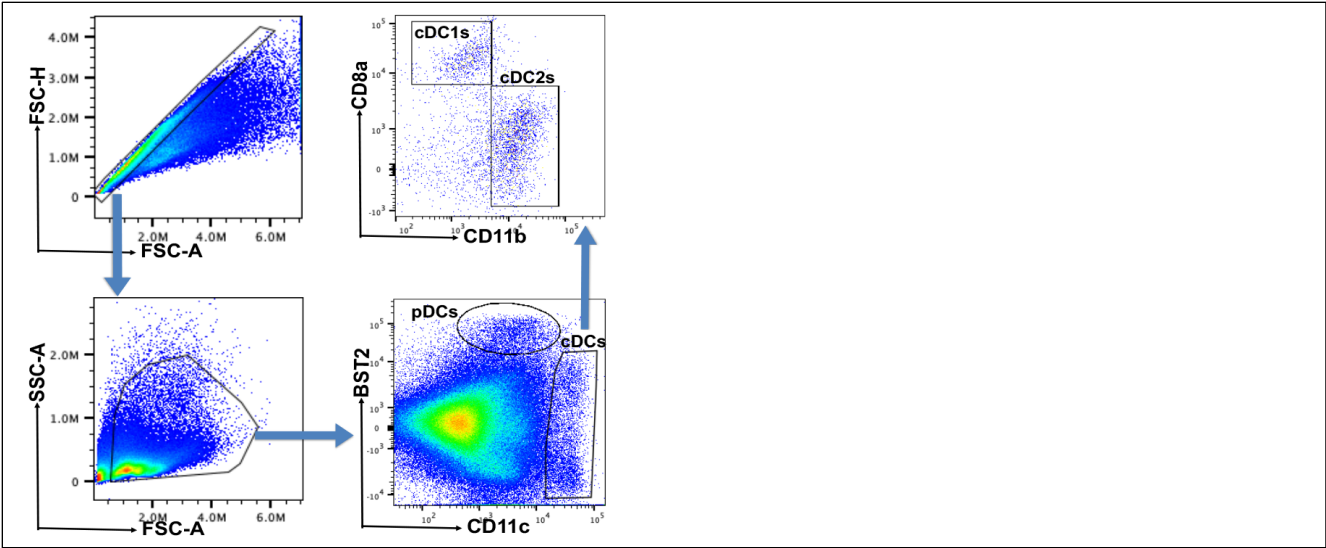

Supplemental Figure S3

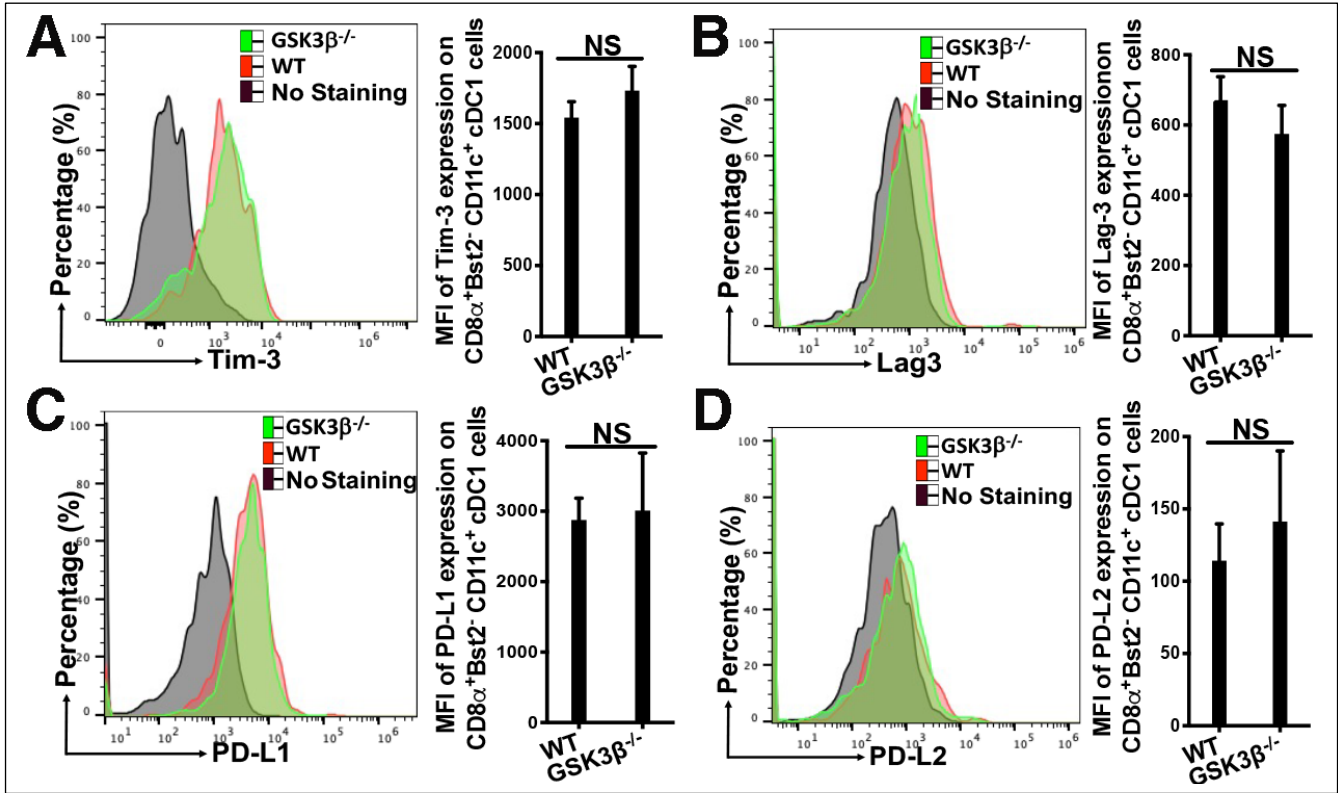

Supplemental Figure S4

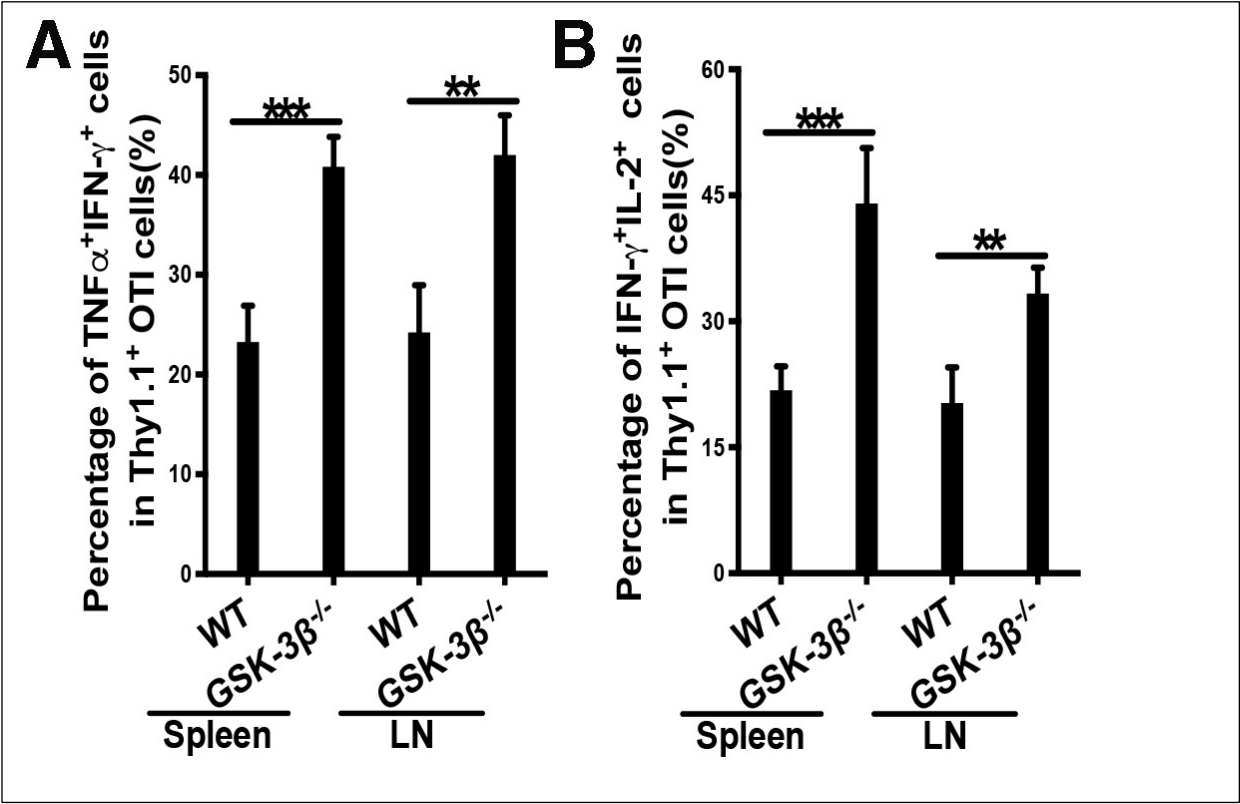

Supplemental Figure S5

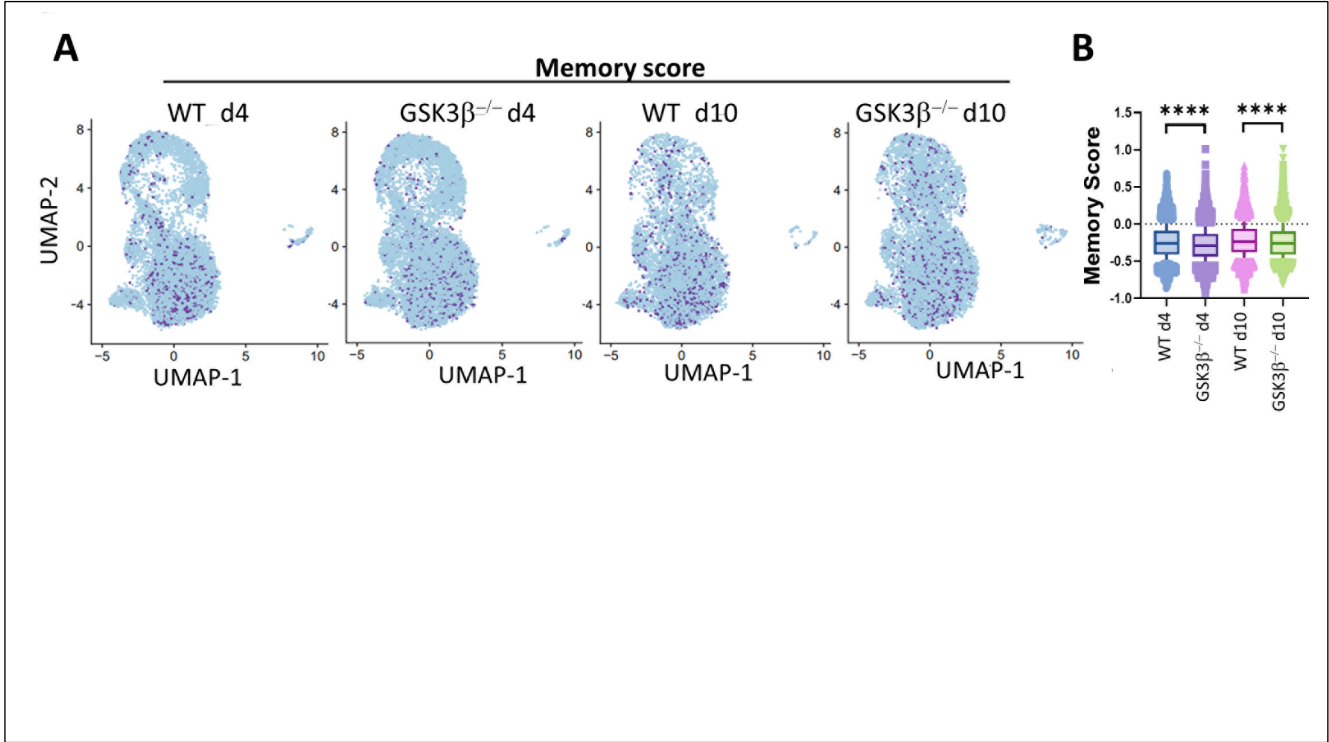

## Supplemental Figure Legends

**Figure S1. GSK-3 $\beta$ <sup>-/-</sup> and  $\beta$ -catenin<sup>active</sup> DCs exhibit different expression pattern of immune checkpoint molecules Tim-3, Lag-3, PD-L1 and PD-L2.** DCs sorted from spleens of WT (GSK-3 $\beta$ <sup>Flox/Flox</sup>) and CD11c-GSK-3 $\beta$ <sup>-/-</sup> mice, or from WT ( $\beta$ -catenin<sup>Exon3/Exon3</sup>) and CD11c- $\beta$ -catenin<sup>active</sup> (CD11c-Cre  $\beta$ -catenin<sup>Exon3/Exon3</sup>) were subjected to scRNA-seq as described. Violin plots depicting expression levels of inhibitory molecules Tim-3 (*Havcr2*), Lag3, PD-L1 (*Cd274*), and PD-L2 (*Pdcd1ig2*) are shown.

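Within single classes, *Cd274* (PD-L1) was most abundant in migratory DC-like cells, at 571 CPM in GSK-3β-/- DCs, 269.6 in GSK-3β WT DCs, 522 in β-catenin active DCs and 588 in β-catenin WT DCs. *Havcr2* (Tim-3), which restrains the response of DCs to nucleic acids, was most abundant in cDC2-like and cDC1-like cells. cDC2-like cells had 256 CPM in GSK-3β-/- DCs and 296 in their WT, and 261 in β-catenin active DCs and 181 in theirs. *Lag3*, an inhibitory receptor that binds MHC class II, was most abundant in pDC-like cells, at 186.5 in GSK-3β-/- DCs, 165 in GSK-3β WT DCs, 154 in β-catenin active DCs and 171 in β-catenin WT DCs.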

**Figure S2. Gating strategy for splenic DCs.**

**Figure S3. The effects of deletion of GSK-3 $\beta$  on expression of inhibitory molecules Tim-3, PD-L1, PD-L2 and Lag3 in splenic cDC1s.** Splenic cells from WT and CD11C-GSK-3 $\beta$ <sup>-/-</sup> mice (n=4) were stained and analyzed by flow cytometry, and the expression of inhibitory molecules Tim-3 (A), Lag3 (B), PD-L1 (C), and PD-L2 (D) on gated CD8 $\alpha$ <sup>+</sup> cDC1s as in SFigure 1 are shown on the left overlaid histograms and the right Mean Fluorescence Intensity (MFI). Student's t test, NS > 0.05. Data shown are representative of two experiments.

**Figure S4. CD11c-GSK-3 $\beta$ <sup>-/-</sup> mice exhibit increased polyfunctional effectors following DC-targeted vaccination.** WT and CD11c-GSK-3 $\beta$ <sup>-/-</sup> mice (n=4) were immunized with anti-DEC-205-OVA plus CpG, and cross-priming of adoptively transferred Thy1.1<sup>+</sup> OTI CD8 T cells was examined at day 4 after immunization following 5 hour *in vitro* stimulation with OTI<sub>257-263</sub> with Brefeldin A (BFA). The percentages of IFN- $\gamma$ <sup>+</sup>IL-2<sup>+</sup> (A) or IFN- $\gamma$ <sup>+</sup>TNF $\alpha$ <sup>+</sup> (B) OTI cells in total

Thy1.1<sup>+</sup> OTI cells are shown. Data are representative of two experiments. Student's t test, \*\*\* $P < 0.001$  and \*\* $P < 0.01$ .

**Figure S5. OTI CD8 T cells primed in CD11c-GSK-3 $\beta$ <sup>-/-</sup> mice exhibit reduced memory score.** WT and CD11c-GSK-3 $\beta$ <sup>-/-</sup> mice adoptively transferred Thy1.1<sup>+</sup> OTI CD8 T cells were immunized with anti-DEC-205-OVA plus CpG. Spleen cells were harvested at day 4 or day 10 after immunization, and FACS-sorted OTI cells were subjected to scRNA-seq as described. **(A)** Expression of memory markers among the UMAP clusters. Gradient expression levels are color-coded as indicated. **(B)** Violin plot depicting the module score of gene sets associated with memory on OTI cells from either WT or CD11c-GSK-3 $\beta$ <sup>-/-</sup> mice at day 4 or day 10.

How the deposited data were processed for this re-analysis (not part of the article)

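The data are 8 droplet libraries of mouse spleen cells, 1 per condition: sorted DCs from CD11c-GSK-3β-/- mice, their GSK-3β Flox/Flox controls, CD11c-β-catenin active mice and their β-catenin Exon3/Exon3 controls, and sorted OTI cells from WT and CD11c-GSK-3β-/- hosts on day 4 and day 10 after immunization. For each library the authors deposited a matrix of UMI counts, made from 3′ tags of 10x Genomics libraries with Cell Ranger against mm10 and already limited to barcodes called as cells. The values were checked to be whole numbers, unscaled and without log transformation, over 32285 genes. The submitters count days from the transfer of cells, and the days given here are those of the paper.

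Cells were kept with 300 to 4000 genes, under 5% mitochondrial UMIs and no joint UMIs of *Xist*, the X-linked gene chosen here, and one of the Y-linked genes of the paper. The ribosomal share of UMIs was 24.6% in GSK-3β-/- DCs, 23.4% in GSK-3β WT DCs, 28.9% in β-catenin active DCs and 25.8% in β-catenin WT DCs, and for OTI cells from CD11c-GSK-3β-/- mice and OTI cells from WT mice 32.4% and 35.0% on day 4 and 45.5% and 44.1% on day 10. For clustering, genes of ribosomal proteins, mitochondrial genes and haemoglobin genes were left out, gene models of ribosomal RNA were kept, and gene values and totals include all of these. Genes in at least 3 cells were log-normalized to 10000 UMIs per cell, the top 1000 variable genes of each library gave 478 shared variable genes for DCs and 280 for OTI cells, and libraries were integrated by canonical correlation analysis (CCA) with 30 components in Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3, Matrix 1.6.5). Resolutions from 0.1 to 1.5 in steps of 0.05 were tried, and the one whose number of clusters was nearest to 13 for DCs or 9 for OTI cells was used. A cluster took the name of the cell type list with the most detected markers, where a marker counts as detected in at least 10% of the cells and at least 1.2-fold above the other cells, with at least 3 detected markers. Clusters whose median UMIs lay below 0.4 of the median of all cells, or whose 10 leading genes (in at least 25% of cells) went against the name, were left unnamed. The step of the resolution grid, the marker fold, the rule on low UMIs, the rule on leading genes and the use of cell cycle lists for DCs were set after the data had been examined. Steps of 0.1 were also run, and the finer steps were kept once the outcome of both was known. A marker fold of 1.5 was used first, and 1.2 after an OTI cluster with *Il7r*, *Ccr7* and *Tcf7* had stayed unnamed.

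UMIs were summed per library, or per class with at least 100 cells in both libraries, and compared in 5 pairs of libraries: each modified DC library with its WT, the GSK-3β WT with the β-catenin WT library, and OTI cells between hosts on each day. Ratios are of counts per 1000000 UMIs, with exact conditional binomial intervals at 95%, and a count of 0 enters at a floor of 3 counts per library. No test between groups was made, since cells of 1 library are not replicates. Genes were counted by size, with at least 100 UMIs over a pair and at least a 2-fold ratio, and overlaps of the DC pairs were set beside the number that unrelated sets of the same sizes would share. For 20 pathway lists and 20 cell type lists written by hand, the median log2 ratio of genes with at least 20 UMIs was placed among 10000 random lists, drawn with replacement within 20 bins of expression. Effector and memory scores are Seurat-type module scores with 24 bins and 100 control genes, on cells thinned at random to 2000 UMIs with seed 1, and their gene lists were chosen here because the text of the paper does not give those of its scores. Named genes are those that the paper names or shows, in its text or in Figures 2B, 2C, 2F, 5C, 5E and S1, *Gsk3b*, *Gsk3a*, *Ctnnb1*, *Axin2* and sex-linked genes, the 10 highest and 10 lowest ratios of each pair among genes with at least 100 UMIs, the 5 highest and 5 lowest within the DC class with the most cells, and from each list described 2 to 4 members with the largest absolute ratio at 100 or more UMIs. Genes outside this rule, such as *Rnaset2b*, *Tagap1* and *Hebp1* with their chromosomal places, were described after their values had been seen. Some genes of the lists are not reported here by name, and list medians and scores include them.

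The procedure was tested on simulated data, in which counts of each pair were redrawn from common rates with 200 genes changed. Of genes changed 3-fold, at least 99% were recovered in each pair, at most 1 unchanged gene passed the size rule, intervals held the true ratio for 95.2% to 95.6% of genes, and of 200 lists without a shift 3.00% to 7.50% lay outside the percentiles 2.5 and 97.5. Common rates leave only counting error, so these figures say nothing about differences between mice or in the handling of libraries. Under the same size rule the WT libraries of DCs differed by 873 genes. Alternatives covered scaling with TMM factors (edgeR 4.0.16; 0.898 to 1.12 over the 8 libraries), totals without ribosomal, mitochondrial and haemoglobin genes, all barcodes, equal weights for classes, means over cells, other count and fold limits, other resolutions, clustering without integration, classes without clusters, removal of doublets called by Scrublet (scanpy 1.11.5, expected rate 6%), and other depths and gene lists for the scores. TMM scaling moved the median log2 ratio of all genes from −0.05 to 0.05 in the GSK-3β pair and from 0.25 to −0.01 between the WT libraries. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9. The protein blots, flow cytometry and tumor experiments of the paper have no counts and were not analysed here.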

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

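All tests of explanations given here were chosen after the results had been seen. In DCs the paper compares each modified line with its own WT and does not report on the WT libraries against each other, where heat shock genes stood out. Their median log2 ratio was 2.56 in GSK-3β WT over β-catenin WT DCs, so the low heat shock genes of GSK-3β-/- DCs are measured against a WT library that is itself high. Against β-catenin WT DCs, GSK-3β-/- DCs had heat shock genes higher, with a median of 0.65 and 15 of 16 genes above 0, which argues against loss of GSK-3β as the only cause of the differences between these libraries. With every class given the same weight in both libraries the median of the GSK-3β pair stayed at −1.71, which argues against the mix of classes as the cause. The gap between the WT libraries is the pattern itself and no test of stress of single libraries during isolation, and with 1 library per genotype such stress and an effect of GSK-3β on top of it cannot be told apart.

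Several receptor genes of the NK gene complex on chromosome 6 were nearly absent from GSK-3β-/- DCs. Within NK-like cells the log2 ratio was −7.51 for *Klri2*, with 1 UMI against 779 (95% interval −12.81 to −5.02), and −5.04 for *Klra8*, which the paper does not discuss. The 24 genes of the region past the size rule had a median of −0.72 within NK-like cells, as fewer NK-like cells alone would leave little of the difference there. Of the 9 genes at least 8-fold lower over all cells, with a median of −2.49 there, 8 stayed at least 2-fold lower even at the upper end of their interval. These 9 were chosen for a fall larger than that of the share of NK-like cells, so low values within the class follow from the choice. They are no separate test of the share as the only cause. *Klri1*, at 0.62 within NK-like cells, lay mainly in cDC2-like cells (36.2 CPM against 8.43 in NK-like cells of GSK-3β WT DCs). In cDC2-like cells it had 8 UMIs against 402, a difference that fewer NK-like cells do not give. Loss of 1 subset of NK cells is argued against for *Klri2* and *Klri1* by cDC2-like cells, where the upper bounds of their ratios were −5.15 and −4.31, and where the level of *Klri2* in GSK-3β WT DCs was 11.3% of that in NK-like cells against 0.140% for *Gzma*. Whether a strain haplotype around the complex is involved stays open: genes at least 2-fold lower within NK-like cells made up 31.2% of those in the 3 Mb around it and 6.32% elsewhere, a ratio of 4.95, but the region was chosen for its low genes and holds NK receptor genes that a lost subset would lower too. Genes at least 2-fold higher within NK-like cells numbered 4 of 32 in the region and 267 of 8897 elsewhere.

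In OTI cells several values went in opposite directions on day 4 and day 10, differences between days that were not tested. The effector score of OTI cells from CD11c-GSK-3β-/- mice minus that of OTI cells from WT mice was 0.0277 on day 4 and −0.0788 on day 10. The log2 ratio of *Gzma* was 0.32 and −4.01, and that of *Gzmb* 0.80 and −1.72. The median of the heat shock list was 0.15 and −0.88.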

How the results depend on the processing

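Chosen after the data had been seen were the steps of 0.1 for the resolution, the marker fold of 1.5, clustering without genes that differ within classes, equal weights for clusters and thinning to 500 UMIs, and all other alternatives before. All 80 values of the 10 list medians named beside the paper's pathways stayed within the interval from resampling of list members, and 107 of 130 values of class share ratios and 713 of 888 of single genes stayed within counting intervals. Of single genes at least 2-fold from WT, 4 NK transcripts of the GSK-3β pair changed sign with equal weights for classes and with equal weights for clusters, *Ncr1* (0.15 and 0.15), *Nkg7* (0.0470 and 0.0425), *Prf1* (0.31 and 0.31) and *Gzmb* (0.0674 and 0.0639), as follows where fewer NK-like cells carry the difference, and smaller ratios, such as that of *Itgax*, changed sign as well. Of score differences 19 of 28 and of counts by size 36 of 70 stayed within 1.5 times. In DCs, classes without clusters gave log2 share ratios of −0.0417 for pDC-like cells (reversed), 0.79 for cDC1-like cells and −0.39 for cDC2-like cells in β-catenin active DCs, and −2.11 for NK-like cells in GSK-3β-/- DCs, where cDC1-like cells had −0.76 with Scrublet calls removed. In OTI cells on day 4 and day 10, classes without clusters gave 0.22 and 0.33 for cycling cells, −0.33 and −0.50 (day 10 reversed) for memory CD8-like cells, 0.51 on day 4 for effector CD8-like cells and 0.10 on day 10 for interferon-stimulated CD8-like cells. Clustering without integration gave −0.29 (reversed) and −0.92 for effector CD8-like cells, −0.65 and 0.51 for memory CD8-like cells, −0.0700 on day 4 for interferon-stimulated CD8-like cells and 0.25 on day 10 for cycling cells. Memory CD8-like cells had 1.83 on day 10 at 0.5 times the resolution, −0.26 and −0.22 (reversed) at 1.5 times, −0.26 and −0.22 (reversed) with steps of 0.1, and 2.02 on day 10 without genes that differ within classes. The effector score difference on day 4 was 0.0184 without the highest gene and 0.0181 with only the genes of Fig. 5E, and on day 10 it was −0.0401 without thinning, −0.0521 at 1000 UMIs and −0.0461 at 500 UMIs. The memory score difference was −0.0229 on day 4 at 500 UMIs, and on day 10 0.00600 without thinning (reversed), 0 at 1000 UMIs and 0.00740 at 500 UMIs (reversed). Genes by size in the GSK-3β pair, the β-catenin pair, the WT libraries, OTI day 4, OTI day 10, higher in both DC pairs and lower in both numbered 4602, 3821, 6531, 1473, 2439, 232 and 627 at 1.2-fold, 107, 59, 122, 6, 46, 5 and 0 at 4-fold, 1141, 792, 1637, 186, 535, 26 and 37 at 20 UMIs and 218, 140, 375, 3, 44, 5 and 1 at 500 UMIs, as limits that admit more or fewer genes must. Genes lower in both numbered 1 with TMM factors and 3 with totals without ribosomal, mitochondrial and haemoglobin genes. With equal weights for classes the GSK-3β pair had 228 genes and OTI day 4 11, and with equal weights for clusters 228 and 9. For all values here except the counts by size and the 4 NK transcripts the cause was not tested. At 0.5 times the resolution no effector or interferon-stimulated CD8-like cluster formed, with the marker fold of 1.5 no memory CD8-like cluster, and removal of Scrublet calls was not run for OTI cells, where the caller made no calls. Of the 7786 OTI cells from CD11c-GSK-3β-/- mice of day 10, 6654 lie below 2000 UMIs and do not enter the scores.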

Differences from the paper's values

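The paper's share of memory CD8 T cells (its cluster 5) in OTI cells from WT mice on day 10 is 10.2%, where memory CD8-like cells made up 1.79% here. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value: classes without clusters gave 25.1%, no integration 2.02%, 0.5 times the resolution 1.97%, 1.5 times the resolution 21.1% and the lower gene limit only 1.65%. Neither did those chosen after seeing the values, 1.10% without genes that differ within classes and 21.0% with resolution steps of 0.1. For OTI cells from CD11c-GSK-3β-/- mice on day 4 the paper's share is 8.5%, and 5.55% was found here. At 0.5 times the resolution, set before the data were examined, the value was 8.34%, within 1.5 times of the paper's, while classes without clusters (12.8%), no integration (3.39%), 1.5 times the resolution (14.6%) and the lower gene limit only (4.97%) were not, nor were 5.60% and 14.5% under the 2 alternatives chosen after seeing the values. The classes here were rebuilt from markers, so that a class need not hold the cells of the paper's cluster. The resolution steps of 0.05 and the marker fold behind the values given first were themselves settled after the data had been seen, and with steps of 0.1 or a marker fold of 1.5 the class is far larger or absent.

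The paper states that memory CD8 T cells were fewer among OTI cells from CD11c-GSK-3β-/- mice on day 10 and more on day 4. Here the log2 ratio of shares was 1.38 on day 10 and 0.04 on day 4, and the day 10 ratio took the paper's direction without clusters (−0.50), at 1.5 times the resolution (−0.22) and with steps of 0.1 (−0.22), the last chosen after seeing the values. It did not at 0.5 times the resolution (1.83) or without integration (0.51). On day 4, where the paper has more of these cells in CD11c-GSK-3β-/- hosts, the ratio was below 0 without clusters (−0.33), without integration (−0.65) and at 1.5 times the resolution (−0.26). The paper also states that interferon-stimulated CD8 T cells were slightly fewer on day 10 in these hosts, where the shares here were 6.72% and 5.09%. For the memory score on day 10, which the paper reports as slightly lower in these hosts, the difference here was −0.0167, and above 0 without thinning. The paper reports the interferon-γ response as lower in OTI cells from these hosts, and the hand-written list here had a median of 0.02 on day 4 and −0.13 on day 10.

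In DCs the paper states that Lag-3 was not affected in GSK-3β-/- DCs, and *Lag3* had a log2 ratio of 0.91 here over all cells and 0.17 within pDC-like cells. It states that the predominance of pDCs was not evident in β-catenin active DCs, and the log2 ratio of pDC-like shares was 0.28 there, against 1.08 in GSK-3β-/- DCs. The paper's text once calls the IKDC cluster cluster 5, the number it elsewhere gives to cDC1 cells. Its overlaps of 0.8% and 3.9% rest on a 1.2-fold limit with a p-value that takes cells as replicates, and the shares here, 0.876% and 4.06%, on a 2-fold limit without a test. At a 1.2-fold limit without a test they were 13.4% and 8.02%.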

Other observations

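The tests of explanations given here were chosen after the results had been seen. Beyond the genes that the paper discusses, β-catenin active DCs had lower markers of migratory DCs, whose share was lower there too (3.24% against 7.13%). The migratory DC list had a median log2 ratio of −1.47, below all random lists, with *Anxa3* at −1.53 and *Socs2*, a feedback inhibitor of cytokine signals, at −1.48. The list of DC cytokines had −0.38, with *Il1b* at −1.15, whereas the chemokine *Cxcl9*, which attracts activated T cells, had 1.38 and *Ccl22* 0.97. In GSK-3β-/- DCs *Cxcl9* and *Cxcl10* were lower, at −1.38 and −1.61, as was the chemokine receptor *Cx3cr1*, at −1.25. B cell and plasma cell lists were higher in GSK-3β-/- DCs, with medians of 1.66 and 1.21, led by *Cd79a* at 2.45 and the immunoglobulin chaperone *Mzb1* at 1.27. The GSK-3β WT library was itself low in both lists, with a B cell median of −0.78 over β-catenin WT DCs and, of plasma cell genes, *Jchain* at 74 UMIs against 5201.

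In OTI cells of day 4, genes of growth were slightly higher in CD11c-GSK-3β-/- hosts, with medians of 0.15 for MYC targets (*Srm*, a polyamine enzyme, at 0.31) and 0.15 for glycolysis (*Tpi1* at 0.44 and *Pgk1* at 0.38, though *Ddit4*, an inhibitor of mTORC1, at −0.59). Interferon-stimulated genes were lower on that day, with a median of −0.15 and *Usp18* at −0.46. On day 10 regulators of cell death were lower, with *Fas* at −0.64 and the death-inducing *Bcl2l11* (BIM) at −0.58.

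Of the 11 genes higher in both modified DC lines, 4 lie within 100 kb of *Itgax* and 7 elsewhere, *Plcb1* and *Plcb4* among them. Within cDC2-like cells of the GSK-3β pair, the 7 of them that could be measured had a median log2 ratio of 4.72. In that pair this argues against a larger share of plasmacytoid cells as the cause for the 7 as a set. A median does not decide it for each gene, and the β-catenin pair was not tested. *Cdh1* was not among the 7, and its ratio in GSK-3β-/- DCs came down to 0.20 with equal weights for classes. β-catenin activity shared by both lines is argued against by *Axin2*, whose ratio in GSK-3β-/- DCs had an upper bound of 0.41. The CD11c-Cre transgene, which is carried by both modified libraries and neither WT, is a candidate source. The 4 neighbors of *Itgax* outside the 11 genes had a median of 0.35 in GSK-3β-/- DCs, and since the transgene and the genotype go together in these libraries, the transgene and other effects of the genotype cannot be told apart.

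Large single-gene differences of GSK-3β-/- DCs also lay elsewhere, with values given without explanation. On chromosome 17, *Rnaset2b* (from 6970634 to 7011299) had 80 UMIs against 3208, while its neighbor *Tagap1* had 2867 against 214. On chromosome 6, *Hebp1* had 2787 against 142. Between the WT libraries, the interferon-γ response genes *Gbp6* and *Irgm2* had 2.74 and 2.33, and the NK list a median of 1.39. Haemoglobin transcripts, from red cells that the sort should remove, reached 23.1 CPM in OTI cells from CD11c-GSK-3β-/- mice and 1.16 in OTI cells from WT mice on day 4, and 52.0 and 2.57 on day 10. The list of other myeloid and DC genes reached 595 and 191 on day 10, and the class II presentation list had medians of −0.59 on day 4 and 2.20 on day 10.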
